# Global H3.3 dynamic deposition defines its bimodal role in cell fate transition

**DOI:** 10.1038/s41467-018-03904-7

**Published:** 2018-04-18

**Authors:** Hai-Tong Fang, Chadi A. EL Farran, Qiao Rui Xing, Li-Feng Zhang, Hu Li, Bing Lim, Yuin-Han Loh

## Abstract

H3.3 is a histone variant, which is deposited on genebodies and regulatory elements, by Hira, marking active transcription. Moreover, H3.3 is deposited on heterochromatin by Atrx/Daxx complex. The exact role of H3.3 in cell fate transition remains elusive. Here, we investigate the dynamic changes in the deposition of the histone variant H3.3 during cellular reprogramming. H3.3 maintains the identities of the parental cells during reprogramming as its removal at early time-point enhances the efficiency of the process. We find that H3.3 plays a similar role in transdifferentiation to hematopoietic progenitors and neuronal differentiation from embryonic stem cells. Contrastingly, H3.3 deposition on genes associated with the newly reprogrammed lineage is essential as its depletion at the later phase abolishes the process. Mechanistically, H3.3 deposition by Hira, and its K4 and K36 modifications are central to the role of H3.3 in cell fate conversion. Finally, H3.3 safeguards fibroblast lineage by regulating Mapk cascade and collagen synthesis.

## Abstract (web summary)

Histone variant H3.3 is incorporated at transcriptionally active genes and is associated with active marks. Here, the authors investigate H3.3 deposition during reprogramming and find that initially H3.3 helps maintain parental cell fate and is later required for establishment of the cell lineages.

## Introduction

The basic unit of chromatin organization, the nucleosome, consists of an octamer made up of canonical core histones (H2A, H2B, H3 and H4)^1^. Histone variants are non-canonical histones that differ from their canonical counterparts in one or few amino acid residues^2^. Among the variants which influence the dynamic changes in chromatin structure is H3.3, a highly conserved histone H3 replacement variant^3^. H3.3 is encoded by *H3F3A and H3F3B*^4^. Unlike its canonical counterpart, genes encoding H3.3 have introns and their mRNAs are polyadenylated. Moreover, H3.3 is deposited independent of DNA replication and hence its levels are constantly high throughout the cell cycle^5^. H3.3 has been shown to be a key player in diverse processes, such as regulation of mammalian development^6^, cell differentiation^7,8^ and somatic cell nuclear transfer^9^. Conventionally, H3.3 is incorporated at transcriptionally active genes by its chaperone Hira and is known to be closely associated with active histone marks^10^. Additionally, H3.3 deposition can take place at the telomeres and pericentric heterochromatin, as catalyzed by the chaperone dimer Atrx/Daxx^11,12^. More recently, H3.3 was shown to be deposited on loci containing endogenous retroviral (ERV) elements to maintain their silencing via the H3K9me3-mediated pathway^13^.

Cell fate conversion can be induced by overexpressing sets of regulatory transcription factors^14^. For example, the overexpression of *Oct4, Sox2, Klf4 and c-Myc*(OSKM) can convert mouse embryonic fibroblasts (MEFs) to induced pluripotent stem cells (iPSCs)^15^. Moreover, forced expression of *Scl, Lmo2, Runx1 and Bmi1* caused the transdifferentiation of MEFs to induced hematopoietic progenitor cells (iHPs)^16^. Several other studies have reported conversion of various cell types to other lineages^14,17^. Studies on cells undergoing cellular reprogramming revealed that reprogramming factors bind to inaccessible chromatin regions resulting in epigenetic changes that were followed by transcriptomic rewiring^18,19^. Despite several attempts to decipher the epigenetic alterations during the process, the molecular reorganization of the chromatin during these processes remains elusive. Moreover, the dynamic changes in H3.3 incorporation, a major player in nucleosomal architecture, remain unexplored.

Here we employ three reprogramming or differentiation systems—the transformation of fibroblasts into iPSCs, the conversion of fibroblasts into hematopoietic progenitor cells and differentiation of stem cells to neuronal lineage—to investigate the impact of H3.3 incorporation on cell fate transitions. By integrating chromatin immunoprecipitation (ChIP)-Seq, RNA-Seq and ATAC-Seq (Assay for Transposase-Accessible Chromatin using sequencing), we find that H3.3 plays essential bimodal roles in safeguarding parental cells’ identities during early phase of reprogramming, but reversing its role to advance the acquisition of the newly reprogrammed cell fate at the later stage. We demonstrate that the deposition of H3.3 by Hira is central to its role in governing cell fate conversion. We also show that the modification of lysine 4 and lysine 36 residues of H3.3 is crucial for its role in reprogramming processes. Furthermore, we report that H3.3 maintains the parental fibroblast lineage in cellular reprogramming by regulating MAPK cascade and collagen synthesis processes.

## Results

### Transcriptomic profile changes during cellular reprogramming

MEFs, in which *Oct4* was tagged with *GFP*, were infected with retroviruses to induce the expression of OSKM resulting in an induced cell fate conversion to pluripotent stem cells. We prepared H3.3 ChIP-Seq, ATAC-Seq and RNA-Seq libraries from cells collected at day 0 and day 3 (early), day 6 and day 9 (intermediate) and day 12 and day 16 (late) post-OSKM induction to deduce the regulatory role of H3.3 during reprogramming. Additionally, cells were sorted on day 6 and day 9 using Thy-1 antibody, and on day 12 and day 16 using pluripotent SSEA-1 marker to distinguish cells undergoing successful from unsuccessful reprogramming^20^ (Fig. 1a and Supplementary Data 1). As cells progressed through reprogramming, the percentage of Thy-1− and SSEA-1+ cells increased, indicating successful reprogramming (Supplementary Fig. 1a). Imaging analysis revealed that cells undergoing reprogramming showed increasing Oct4-GFP, SSEA-1 and Nanog signals (Supplementary Fig. 1b, c). Furthermore, the promoter of *Nanog* had lower level of DNA methylation in the successfully reprogrammed iPSCs in comparison with MEFs (Supplementary Fig. 1d). The expression of *Nanog* was detectable from day 9 Thy-1− cells (D9T−) (Supplementary Fig. 1e). Together, these data indicate that the fate of the parental MEFs have been induced to a pluripotent cell state.

**Fig. 1:**
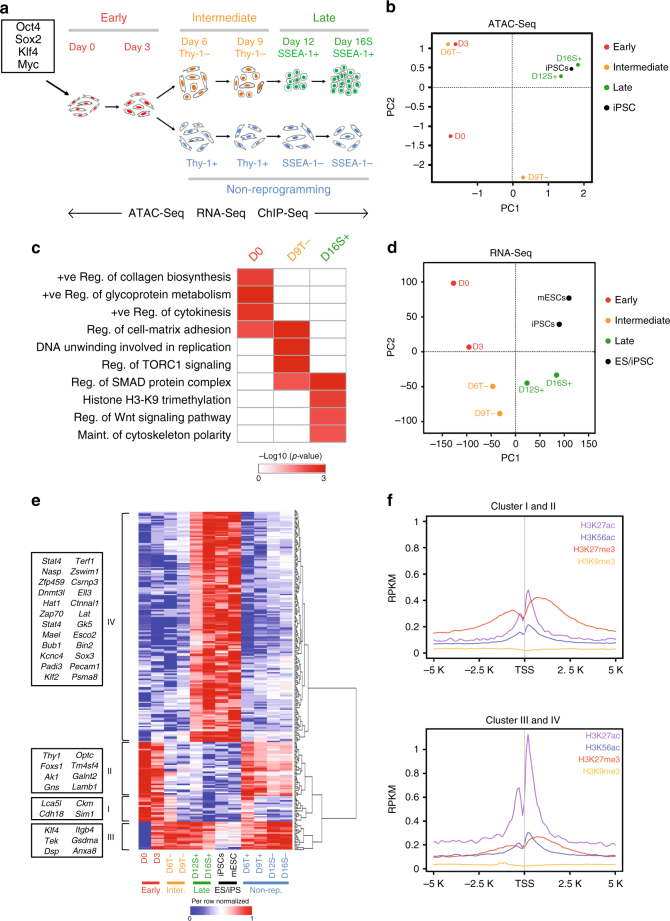
Reprogramming induces transcriptomic and chromatin rewiring. **a** Schematics of the cellular reprogramming indicating the time-points at which chromatin and RNA were collected for libraries preparation. **b** PCA of ATAC-Seq libraries. **c** Differential GO analysis revealing enriched biological processes in D0, D9T− and D16S+-accessible genes. The colour ranges from white (no enrichment) to dark red (high enrichment). **d** PCA of RNA-Seq libraries. **e** Heatmap demonstrating the dynamic expression of differentially expressed genes between D0 and iPSCs. The boxes to the left indicate genes belonging to each cluster. The values are per-row normalized FPKM and colour ranges from dark blue (low expression) to dark red (high expression). **f** Average enrichment profile of mESC H3K27ac, H3K56ac, H3K27me3 and H3K9me3 around the TSS of genes belonging to Cluster I and II (top) and Cluster III and IV (bottom). The *y*-axis represents average normalized number of fragments at the corresponding genomic regions indicated in the *x*-axis

Next, we performed ATAC-Seq and RNA-Seq analyses to probe the chromatin and transcriptomic rewiring events taking place during reprogramming. 

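ATAC-Seq uses the Tn5 transposase to cut accessible chromatin, and the sequenced ends of the fragments mark where it was open. The accessible regions of 7 time-course libraries were analysed: D0, D3, D6T−, D9T−, D12S+, D16S+ and iPSCs. T− denotes Thy-1-negative cells and S+ denotes SSEA-1-positive cells, the populations that the paper follows as successful reprogramming. There was 1 library per condition (no replicates), so differences between time-points have no replicate check. ATAC-Seq libraries of the unsuccessful route were not in the files analysed here. The authors mapped reads of 51 bp to the mouse genome mm9 (NCBIM37), removed duplicates and called peaks with MACS2 2.1.0.20151222 without a control library, at a q-value cutoff of 0.05. For each peak summit the deposited files give the pileup, which is the number of tags extended to 200 bp that cover it and is not scaled for depth. They also give its fold enrichment over tags spread evenly across the genome and the −log10 q-value. From there, summits of the same peak were joined into 1 region, overlapping peaks of a library were merged, and the highest −log10 q-value was kept as the score of the region. The libraries held 31714845 tags at D0, 30233396 at D3, 21390800 at D6T− and 13213117 at D9T−. D12S+ had 17613087 tags, D16S+ had 21172835 and iPSCs had 26580724. These gave 81364 regions at D0, 107765 at D3, 133132 at D6T− and 36708 at D9T−. In the later cells there were 57533 regions at D12S+, 50890 at D16S+ and 61615 in iPSCs. The regions covered between 0.583% (D9T−) and 2.57% (D6T−) of the bases of the genome, with median widths from 323 bp at D0 to 381 bp at D6T−. The lowest summit pileup that was called ranged from 7 tags at D9T− to 11 tags at D0, which is 0.530 and 0.347 CPM (counts per 1000000 tags of the library). A weaker opening than this was not detectable at this depth. Genes were taken from the GENCODE vM1 annotation of the same genome build, and the promoter was the 3 kb upstream of a TSS, as in the paper's methods.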

Consistently, the fragment sizes of the prepared ATAC-Seq libraries exhibited expected nucleosomal patterns (Supplementary Fig. 1f). 

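Accessible regions of the time-points were compared by the Jaccard index, which is the number of bases in the regions of both libraries over the number in the regions of either (1 library each, no replicates). With iPSCs, the index was 0.191 for D0, 0.259 for D3, 0.218 for D6T−, 0.247 for D9T−, 0.405 for D12S+ and 0.463 for D16S+. Its Spearman correlation with the rank of the time-point was 0.829 (exact permutation p = 0.0583, adjusted p = 0.0583). Pearson's r was 0.887 (exact permutation p = 0.0167, adjusted p = 0.0333), and 0.720 without the 2 libraries farthest from the median rank. With D0, the index was 0.335 for D3, 0.287 for D6T−, 0.245 for D9T−, 0.273 for D12S+, 0.205 for D16S+ and 0.191 for iPSCs. Here Spearman's rho was −0.943 (exact permutation p = 0.0167, adjusted p = 0.0333). Pearson's r was −0.933 (exact permutation p = 0.0111, adjusted p = 0.0333), and −0.778 without the same number of farthest libraries. A PCA of the presence or absence of a region was made over the 210283 regions found in any of the 7 libraries. PC1 held 36.9% of the variance and PC2 20.6%. On PC1, D0 lay at −44.2, D3 at −110, D6T− at −193, D9T− at 50.5, D12S+ at 63.5, D16S+ at 110 and iPSCs at 123. PC1 rose with the rank of the time-point, with a Spearman's rho of 0.857 (exact permutation p = 0.0238, adjusted p = 0.0357). Pearson's r was 0.776 (exact permutation p = 0.0456, adjusted p = 0.0548), and 0.852 without the 2 libraries farthest from the median rank. On PC2, D0 lay at −165 and D6T− at 118, on opposite sides. The adjusted values cover 3 relations with 2 coefficients each. The labels name no sequencing batch, and depth differs between the libraries. With the Jaccard index counted over regions in place of bases, rho with iPSCs was 0.943 (exact permutation p = 0.0167), and without D9T− the rho of PC1 was 0.771 (exact permutation p = 0.103). With the same number of strongest peaks in every library, the rho of PC1 was 0.964 (exact permutation p = 0.00278). From its PCA, the paper concludes that accessibility profiles pass from the fibroblast to the pluripotent state.

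**Figure D1:**
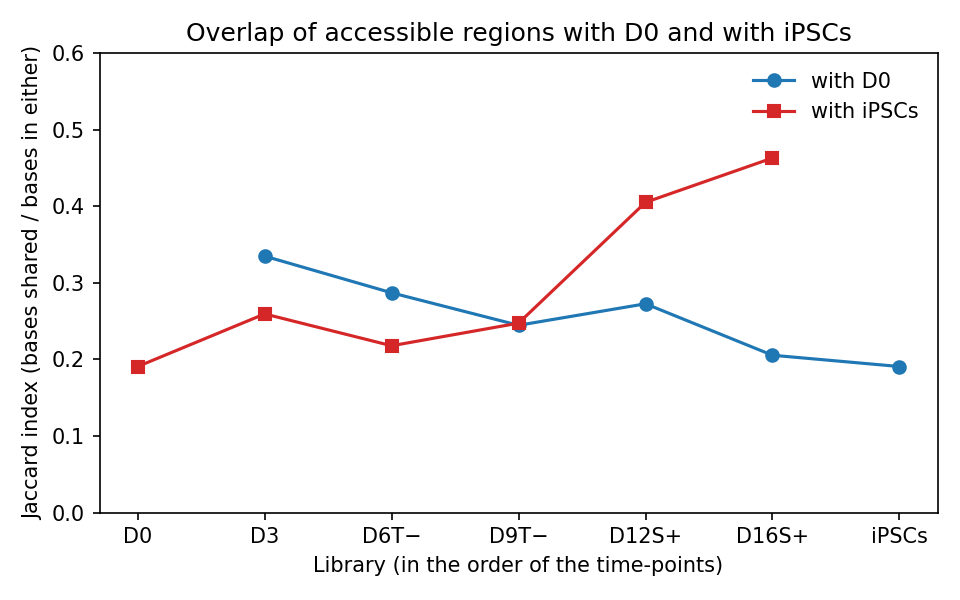
Jaccard index (y-axis, bases shared over bases in either) of each library (x-axis, in the order of the time-points) with D0 (circles) and with iPSCs (squares), 1 library per point. The index with iPSCs rises from 0.191 at D0 to 0.463 at D16S+, while that with D0 falls from 0.335 at D3 to 0.191 in iPSCs.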

At the chromatin level, cells manifested the dynamic transition of accessibility profiles from that of fibroblasts to pluripotent stem cells (Fig. 1b). 

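A gene was called accessible when a region overlapped it between 3 kb upstream of the TSS and the TTS. Of the 37273 genes of the annotation, 19203 (51.5%) were accessible at D0, 15535 (41.7%) at D9T− and 18972 (50.9%) at D16S+ (1 library each, no replicates). D9T− was also the library with the fewest tags, 13213117. Among these 3 libraries, 2164 genes (1210 of them protein-coding) were accessible at D0 alone, 248 (120 protein-coding) at D9T− alone and 1820 (1053 protein-coding) at D16S+ alone. The genes accessible at D16S+ alone included Nanog, Tdh, Foxd3, Otx2 and Sox3. They also included the Cluster IV genes Stat4, Csrnp3, Mael and Bub1 of Fig. 1e. The genes accessible at D0 alone included Optc and Foxs1 of Cluster II and Lat and Bin2 of Cluster IV. Alone refers only to these 3 libraries. At D6T− a region was also called at Tdh, Foxd3, Sox3, Stat4, Csrnp3, Mael and Bub1, but not at Nanog or Otx2. The Bub1 promoter summit had 1.82 CPM at D6T− and 1.61 at D16S+. In iPSCs no region was called at Sox3 or Optc, while Foxs1, Lat and Bin2 had a region. At Tdh (chromosome 14, 64111184 to 64127929), the strongest promoter summit had 33 tags at D12S+, 35 at D16S+ and 27 in iPSCs. At D6T− a promoter region at the same place had 16 tags. The promoter region of D3 lay elsewhere and had 10 tags, and no region was called at D0 or D9T−. When only as many of the strongest regions were kept in each library as D9T− has, the set of D0 alone shrank to 1060 genes and that of D16S+ alone had 2213. The GO enrichment of these sets was not computed, since no ontology was among the files. From the GO terms of such sets, the paper concludes that fibroblast functions recede and pluripotency-associated activities are gained.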

Moreover, differential GO analysis of accessible genes at early, intermediate and late stages of reprogramming revealed a progressive reduction of fibroblast functions and the gain of pluripotency-associated activities (Fig. 1c). Similarly, reprogramming cells at the transcriptomic level demonstrated a dynamic transition of gene expression profiles from that of fibroblasts to pluripotent stem cells (Fig. 1d). Moreover, *Nanog* (a pluripotency-associated gene) showed a progressive increase in terms of expression and chromatin accessibility (Supplementary Fig. 1g). 

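Nanog (ENSMUSG00000012396.5) lies on chromosome 6 of mm9 from 122657507 to 122664651, on the forward strand. No accessible region overlapped its promoter or its body at D0, D3, D6T− or D9T−. The lowest pileup called in these libraries was 11, 10, 8 and 7 tags, so a weaker signal was not detectable at this depth. At D12S+ a region from 122657167 to 122657634 covered the TSS, with a summit pileup of 15 tags and a fold enrichment of 5.55. This was 0.852 CPM (tags over the summit per 1000000 tags of the library). At D16S+ the promoter region, from 122657036 to 122657687, had a pileup of 28 tags (1.32 CPM) and a fold enrichment of 8.88. In iPSCs it had a pileup of 16 tags (0.602 CPM) and a fold enrichment of 4.42. Each value comes from 1 library (no replicates). In all 3 libraries the region was kept with a promoter of 1 kb upstream to 100 bp downstream of the TSS, and also among the strongest regions when every library was cut to the size of D9T−. Both of these settings were chosen after seeing the data. From the accessibility and expression tracks, the paper concludes that Nanog becomes progressively more accessible.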

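Twist1 (ENSMUSG00000035799.5) lies on chromosome 12 of mm9 from 34642536 to 34644682, on the forward strand. A promoter region was present in all 7 time-course libraries (1 library each, no replicates). Its strongest summit had 25 tags at D0 (0.788 CPM), 55 at D3 (1.82 CPM) and 42 at D6T− (1.96 CPM). It had 9 tags at D9T− (0.681 CPM), 18 at D12S+ (1.02 CPM), 19 at D16S+ (0.897 CPM) and 14 in iPSCs (0.527 CPM). The promoter region at D0 ran from 34641825 to 34642849 with a fold enrichment of 5.92. The promoter region of iPSCs, from 34642367 to 34642566, had a fold enrichment of 3.90. In iPSCs the calls at this locus were split, and a separate, stronger region inside the gene, from 34642733 to 34643092, had 23 tags (0.865 CPM) and a fold enrichment of 6.25. It overlaps the span of the D0 promoter region, so the lower promoter value of iPSCs than of D0 depends on how the regions were split. With the same number of strongest regions in every library, a setting chosen after seeing the data, 6 of the libraries kept a promoter region. The paper sets these tracks against those of Nanog and concludes that the mesenchymal gene takes the reverse course.

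**Figure D2:**
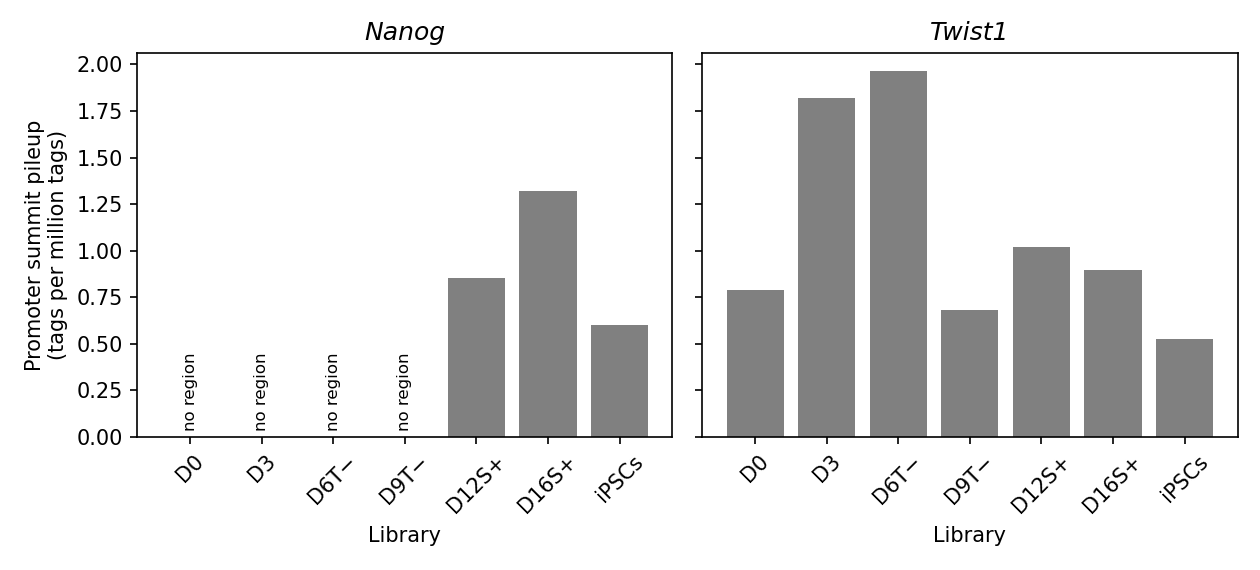
Highest summit pileup in the promoter (y-axis, CPM) of Nanog (left) and Twist1 (right) in each library (x-axis), 1 library per bar, without error bars as there are no replicates. Nanog has a promoter region only from D12S+ on, and Twist1 has its highest value, 1.96, at D6T−. The bar of Twist1 in iPSCs leaves out the separate, stronger region of 0.865 CPM inside the gene.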

On the other hand, *Twist1* (mesenchymal gene) revealed the opposite trend (Supplementary Fig. 1g). Indeed, fibroblasts genes were progressively reduced in their levels of expression, whereas pluripotency and epithelial genes demonstrated increasing levels of expression. Of note, cells passing through the unsuccessful route exhibited opposing trends suggesting that they did not overcome the barriers, which preserved their original cell identities (Supplementary Fig. 1h). Furthermore, the dynamic expression of genes that are differentially expressed between MEFs and iPSCs revealed the presence of four major clusters (Fig. 1e and Supplementary Data 2). Cluster I genes showed decreased level of expression in reprogramming cells regardless of the routes (successful or unsuccessful). Cluster II genes exhibited decreased level of expression exclusively for cells undergoing successful reprogramming. Contrastingly, Cluster III genes demonstrated increased expression regardless of the route taken, whereas Cluster IV genes evinced high level of expression only in cells undergoing successful reprogramming (Fig. 1e). Interestingly, the promoters of Cluster I and II genes were marked mostly by the silencing H3K27me3^21^ in mouse embryonic stem cells (mESCs), as opposed to Cluster III and IV genes, which were marked by the activating H3K27ac^22^ and H3K56ac^23^ histone modifications (Fig. 1f). This is indicative of the tight interplay between histone modifications and gene expression during induced cell fate transition.

### Dynamic changes of H3.3 deposition during reprogramming

We first showed that the antibody used for the preparation of ChIP-Seq libraries exhibits specific binding for H3.3 histone variant (Supplementary Fig. 2a). Moreover, our prepared mESC H3.3 ChIP-Seq library conveyed high correlation with published data set^13^ (Supplementary Fig. 2b). H3.3 libraries have highest enrichment of reads over genebodies, intergenic and promoter regions (Fig. 2a and Supplementary Fig. 2c). This goes in agreement with previous studies^10^. Expectedly, we observed high consistent level of H3.3 at housekeeping genes throughout reprogramming (Supplementary Fig. 2d). These suggest that our prepared H3.3 ChIP-Seq libraries were reliable for further downstream analyses.

**Fig. 2:**
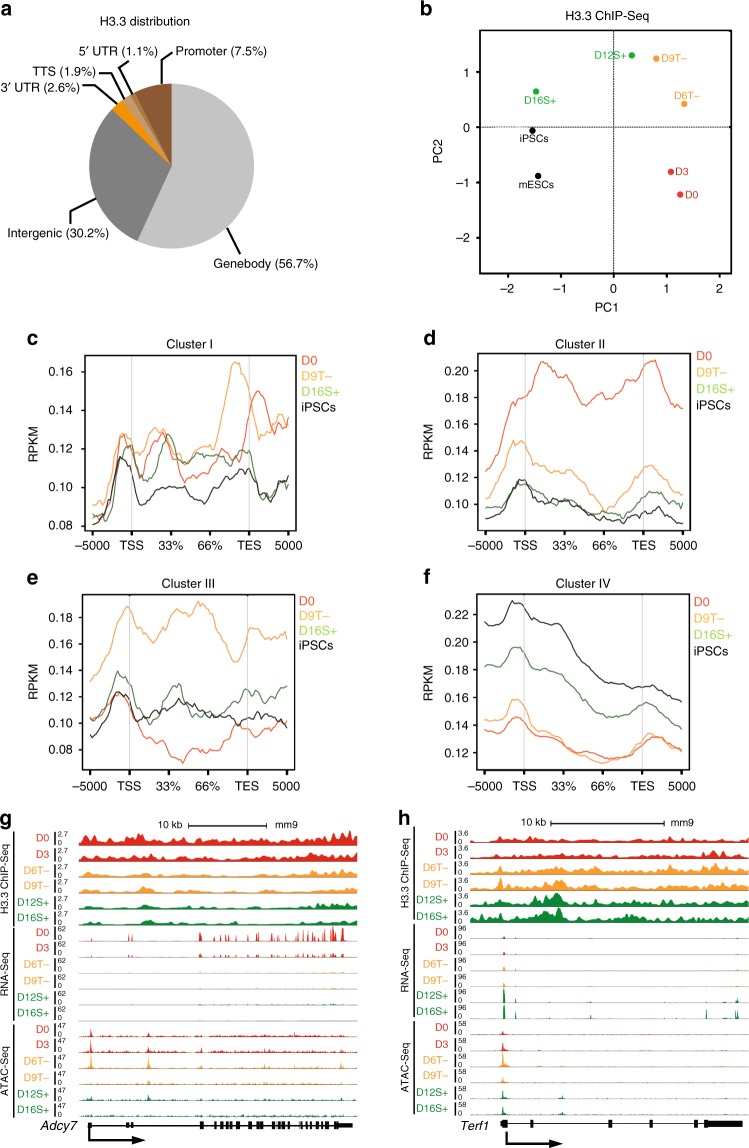
Dynamic deposition of H3.3 during cellular reprogramming. **a** Average distribution of H3.3 peaks on the indicated genomic regions during cellular reprogramming. **b** PCA of H3.3 ChIP-Seq libraries at the indicated time-points. **c**–**f** Average enrichment profile of H3.3 reads, belonging to the libraries at the indicated time-points, around the genebodies of Cluster I (**c**), II (**d**), III (**e**) and IV genes (**f**). The *y*-axis represents average normalized number of fragments mapping to the corresponding regions indicated in the *x*-axis. **g** UCSC screenshot of the dynamic chromatin accessibility, gene expression and enrichment of H3.3 on *Adcy7* (Cluster I gene) during reprogramming. **h** UCSC screenshot demonstrating the dynamic chromatin accessibility, gene expression and enrichment of H3.3 on *Terf2* (Cluster III gene) during reprogramming

Given that H3.3 was reported to be deposited on actively expressed genes^10^, we argued that H3.3 binding profile can recapitulate the dynamic process of cellular reprogramming. Indeed, changes in H3.3 deposition emulate that of the chromatin and transcriptomic rewiring (Figs. 1d and 2b). Additionally, differential GO revealed that genes that were enriched with H3.3 at the early time-point demonstrate high enrichment of biological processes associated with fibroblast functions. In contrast, genes which were specifically enriched with H3.3 at later time-point revealed enrichment of GO terms that are associated with pluripotency functions. Intriguingly, H3.3-enriched loci at the intermediate stages were already exhibiting some pluripotency processes (Supplementary Fig. 2e).

When we correlated H3.3 binding with the clusters determined earlier by RNA-Seq, we observed that H3.3 binding decreased progressively in cells passing through the successful reprogramming route on Cluster I and II genes (Fig. 2c, d). On the other hand, genes associated with Cluster III and IV exhibited high level of H3.3 enrichment starting from D9T− cells (Fig. 2e, f). Noteworthily, the dynamics are more evident on genes that demonstrate specific changes in cells passing through the successful reprogramming routes. Interestingly, these changes in H3.3 dynamics are not clearly evident in cells passing through the unsuccessful reprogramming route except for cluster III genes whose expression was upregulated in both the successful and unsuccessful reprogramming (Supplementary Fig. 2f). 

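Adcy7 (ENSMUSG00000031659.5) lies on chromosome 8 of mm9 from 90796302 to 90853861, on the forward strand. From its promoter to its TTS there were 11 accessible regions at D0, 22 at D3, 13 at D6T− and 3 at D9T−. The number was 6 at D12S+, 0 at D16S+ and 2 in iPSCs (1 library each, no replicates). The strongest region at D0 ran from 90808517 to 90809217, with a summit pileup of 46 tags (1.45 CPM) and a fold enrichment of 10.7. The same place had 73 tags at D3 (2.41 CPM) and 99 at D6T− (4.63 CPM). At D12S+ it had 19 tags (1.08 CPM). At D16S+ no region was called, where the lowest pileup called was 9 tags (0.425 CPM). In iPSCs the strongest region lay from 90796194 to 90796669 with 16 tags (0.602 CPM). A promoter region of any of its transcripts was present in 6 of the 7 libraries, and still in 6 when each library was cut to the same number of strongest regions, a setting chosen after seeing the data. At this gene, the paper describes a decline of all 3 measures, H3.3, expression and accessibility.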

*Adcy7*, a Cluster I gene, demonstrated dynamic reduction of H3.3 enrichment, gene expression and chromatin accessibility (Fig. 2g). 

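Terf1 (ENSMUSG00000025925.7) lies on chromosome 1 of mm9 from 15795739 to 15833551, on the forward strand. A promoter region was present in every time-course library (1 library each, no replicates). Its summit pileup was 43 tags at D0 (1.36 CPM), 104 at D3 (3.44 CPM) and 120 at D6T− (5.61 CPM). It was 27 tags at D9T− (2.04 CPM), 54 at D12S+ (3.07 CPM), 60 at D16S+ (2.83 CPM) and 23 in iPSCs (0.865 CPM). The fold enrichment of the same summit was 10.0 at D0, 36.8 at D6T−, 18.7 at D16S+ and 6.25 in iPSCs. The legend of Fig. 2h names Terf2 as a Cluster III gene (ENSMUSG00000031921.10), which lies on chromosome 8 from 109593300 to 109620447 on the reverse strand. The promoter summit of Terf2 had 0.694 CPM at D0, 1.82 at D3, 2.85 at D6T− and 0.908 at D9T−. It had 2.33 at D12S+, 1.70 at D16S+ and 0.903 in iPSCs. All 7 libraries kept a Terf1 promoter region with a promoter of 1 kb upstream to 100 bp downstream of the TSS, a setting chosen after seeing the data. The paper concludes from its tracks that the Cluster IV gene gains H3.3, expression and accessibility.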

Contrastingly, *Terf1*, a cluster IV gene, revealed the opposite trend (Fig. 2h). 

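Genes were split by promoter accessibility between D0 and D16S+ (1 library each, no replicates). A promoter region was found at D16S+ alone for 3070 gene symbols and at D0 alone for 1893. Beside these, the paper's own values of H3.3 and expression were used, since no H3.3 or RNA-Seq file was analysed here. Only 1997 of the 35706 rows of the paper's H3.3 table (Supplementary Data 3) and 1998 of the 6954 rows of its FPKM table (Supplementary Data 2) could be read. Values were therefore available for 5.41% and 4.44% of both gene groups for H3.3, and for 4.79% and 0.845% for expression. Below 80% coverage the comparison is void for the full groups, and the values describe only the genes that could be read. The log2 change of the paper's normalized H3.3 fragments from D0 to D16S+, with a pseudocount of 1, averaged 0.00967 ± 0.551 (SD over 166 genes) where accessibility was gained. It averaged −0.201 ± 0.546 (SD over 84 genes) where accessibility was lost. The difference was 0.211 (95% bootstrap interval 0.0735 to 0.357, permutation test p = 0.00464). For expression, the log2 change of the paper's FPKM averaged 1.87 ± 1.51 (SD over 147 genes) in the gaining group and 1.03 ± 0.872 (SD over 16 genes) in the losing group. The difference was 0.833 (95% bootstrap interval 0.371 to 1.28, permutation test p = 0.0345). Of the expression rows that could be read, 95.7% had a higher FPKM in iPSCs than at D0, so they are not a random draw of genes. Genes are not independent replicates. Among the same number of strongest regions in every library, the expression difference was 0.483 (permutation test p = 0.183). From its data taken together, the paper concludes that H3.3 deposition is highly correlated with gene expression and accessibility.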

Taken together, these data indicate a high correlation between H3.3 deposition with gene expression and chromatin accessibility.

### H3.3 acts as a roadblock for reprogramming at early stages

To understand the significance of the loss of H3.3, we examined its enrichment on fibroblast and mesenchymal gene-sets. Intriguingly, H3.3 enrichment decreased significantly on those genes as reprogramming progressed through the successful route, but not the unsuccessful route (Fig. 3a, b, Supplementary Fig. 3a, b and Supplementary Data 3). Next, we identified the genes which exhibited loss of H3.3 binding during early time-points of cellular reprogramming and examined their expression levels. To this end, we observed a drastic reduction of their expression during reprogramming (Fig. 3c). To evaluate its importance, we analyzed the protein–protein interactome of these genes. We found that these were connected in a tight and extensive network, giving rise to the possibility that H3.3 could mark them systematically to maintain fibroblast cellular identity (Fig. 3d). Next, we analyzed the intergenic loci bound by H3.3 at the different time-points of reprogramming. We found H3.3-bound loci at early time-points to be enriched with motifs for Fra1, Fra2, Atf3 and other proteins of the AP1 complex (alkaline phosphatase) (Fig. 3e). Furthermore, loci enriched with these motifs were shown to retain H3.3 throughout the unsuccessful reprogramming route (Fig. 3e and Supplementary Fig. 3c). These led us to hypothesize that H3.3 could act as a barrier to impede induced cell fate conversion. To test the notion, we knocked-down H3.3 at the early time-point of reprogramming using siRNA and observed a significant increase in reprogramming efficiency (Fig. 3f and Supplementary Fig. 3d). The duration of the H3.3 knockdown was transient, restricting to only the early time-point of reprogramming (Supplementary Fig. 3e). We confirmed that the phenotypic observation on reprogramming was not due to increased cell proliferation rate of the fibroblast cells (Supplementary Fig. 3f). Consistent with this, the overexpression of H3.3 conversely led to a drastic repression of reprogramming, resulting in lower number of observed colonies (Supplementary Fig. 3g). Intriguingly, the overexpression of the other H3 histone variants did not result in any significant change in the reprogramming efficiency (Supplementary Fig. 3g). Moreover, the overexpression of H3.3 was shown to result in increased deposition of H3.3 on the fibroblast genes (Supplementary Fig. 3h). The overexpression resulted in the increased expression of the fibroblast genes as well (Supplementary Fig. 3h). Western blot confirmed the high levels of the overexpressed H3.3 (Supplementary Fig. 3i).

**Fig. 3:**
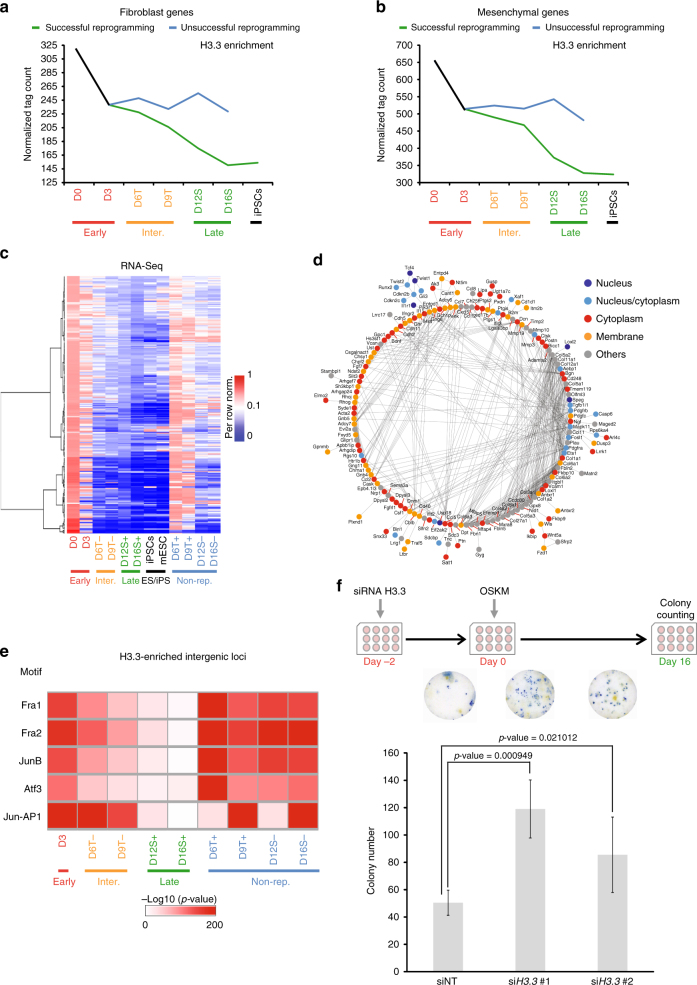
H3.3 acts as barrier during the early stage of reprogramming. **a** Line plot demonstrating the dynamic H3.3 enrichment on the fibroblast genes-set during cellular reprogramming. *Y*-axis represents the normalized number of reads mapping to the genebodies of these genes at the indicated time-points (*x*-axis). **b** Line plot demonstrating the dynamic H3.3 enrichment on the mesenchymal genes-set during cellular reprogramming. *Y*-axis represents the normalized number of reads mapping to the genebodies of these genes at the indicated time-points (*x*-axis). **c** Heatmap revealing the dynamic expression of the top 250 genes, which are depleted of H3.3 enrichment at any time-point during cellular reprogramming. The values are per-row normalized FPKM values and colour ranges from dark blue (low expression) to dark red (high expression). **d** Protein–protein interaction network formed by the top 250 genes, which lose H3.3 enrichment at any time-point during cellular reprogramming. Each node represents a protein and the cellular localization of the protein is indicated by the colour of the node according to the key. Black lines (edges) represent protein–protein interaction. **e** Heatmap revealing the enrichment of transcription factor motifs in the intergenic regions bound by H3.3 in the reprogramming cells (both successful and unsuccessful). Enrichment ranges from not enriched (white) to highly enriched (dark red). **f** Schematics of the si*H3.3* knockdown experiment (top). The bar chart below represents the number of AP-stained colonies (*y*-axis) observed in wells in which the knockdown of H3.3 had been performed. Non-targeting siNT constructs were used as controls. Values are mean ± s.e.m from independent replicate experiments (*n* = 3). Two-tailed *t*-test was used for statistical analysis. Error bars represent standard deviation

### H3.3 is essential for the acquisition of pluripotency

To assess if H3.3 plays any role in the establishment of the pluripotent cell fate, we first traced the deposition level of H3.3 on pluripotency and epithelial gene-sets (Supplementary Data 3). We found marked increase in H3.3 levels on these genes (Fig. 4a, b). Furthermore, the level of H3.3 enrichment on Nanog-bound loci^24^ was noticeably elevated at intermediate and late time-points (Fig. 4c). Previous study described the role of H3.3 in regulating H3K9me3-mediated silencing of ERV elements^13^. Therefore, we tested the dynamics of H3.3 enrichment on Eset-bound loci^25^ and found that H3.3 binding intensified as reprogramming progressed (Fig. 4d). Correspondingly, H3.3 deposition on ERVs regulated by Eset increased dramatically upon successful reprogramming^26^ (i.e. IAP and ETn) (Supplementary Fig. 4a,b). Furthermore, H3.3-bound loci at D16S+ and iPSC were shown to have higher correlation with loci bound by Oct4, Sox2 or Nanog (OSN)^24,27^ in mESCs, in comparison with D0 H3.3 (Fig. 4e). Moreover, genes co-bound by H3.3 and OSN at later times of reprogramming showed high enrichment of pluripotency-associated biological processes (Fig. 4f). Conversely, genes which are co-bound by D0 H3.3 and OSN had high enrichment of fibroblast associated processes (Fig. 4f). Additionally, H3.3-bound intergenic loci at later time-points of reprogramming, exhibited higher enrichment of OSN motif in comparison with early time-points and unsuccessful reprogramming routes (Fig. 4g). Given that H3.3 co-localized with pluripotency factors and is enriched on ERVs towards the intermediate to late phases of reprogramming, we hypothesized that H3.3 is essential for the establishment of the newly acquired pluripotency cell fate. To this end, depletion of H3.3 at the late stage of reprogramming resulted in marked reduction of the reprogramming efficiency (Fig. 4h and Supplementary Fig. 4c). Interestingly, the constitutive knockdown of H3.3 using shRNA constructs at early time-point revealed a significant reduction in reprogramming efficiency (Supplementary Fig. 4d). Moreover, the overexpression of H3.3 at later time-point of reprogramming showed higher level of AP-stained colonies further confirming the role of H3.3 in establishing the new pluripotent cell fate (Supplementary Fig. 4e). Notably, downregulation of H3.3 in mESCs did not alter its pluripotency or morphology, indicating that H3.3 is not required for the maintenance of pluripotency (Supplementary Fig. 4f). In order to further understand the onset in the switch of H3.3 deposition, we categorized genes into groups which showed an elevated H3.3 from day 3 (D3 onwards), day 6 (D6 onwards) or day 12 (D12 onwards). Next, we subjected these genes to cell-type enrichment analysis. Strikingly, D3 onwards genes were already enriched for mESC lineage and more-specific enrichment can be observed for D6 onwards (Supplementary Fig. 4g). In contrast, genes which showed corresponding increased expression or increased accessibility from day 3 or day 6 did not exhibit strong enrichment for the mESC cell fate (Supplementary Fig. 4g). 

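For accessibility, a gene was placed in the D3 onwards set when a region lay between its promoter and TTS at D3, at every later time-point and in iPSCs, and none did at D0. The D6 and D12 onwards sets were built the same way, as the paper's methods describe. Among the 37273 genes there were 494 D3 onwards genes (358 protein-coding), 50 D6 onwards genes (23 protein-coding) and 146 D12 onwards genes (66 protein-coding), from 1 library per time-point (no replicates). Of the pluripotency genes that the paper names, Nanog and Otx2 fell into the D12 onwards set, and the Cluster IV gene Ell3 into the D3 onwards set. The D9T− library had the fewest tags, and a gene missed there could not enter the D3 or D6 onwards sets. With as many of the strongest regions in each library as D9T− has, the sets held 1234, 124 and 541 genes. The scores for cell types were not computed, since the reference panel of cTen was not available. From the weak mESC enrichment of such sets, against that of its H3.3 sets, the paper reasons that certain pluripotency genes may acquire H3.3 before they are transcribed.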

This led us to contemplate the possibility that certain pluripotency genes acquire H3.3 mark before they become transcriptionally active. Indeed, when we tracked both H3.3 and expression levels of these genes, we almost always observed H3.3 deposition to take place prior to transcription initiation (Supplementary Fig. 4h–j). Hence, dynamic changes in the H3.3 levels are indicative of the earliest chromatin reorganization events leading up to the conversion of the cell fate identities.

**Fig. 4:**
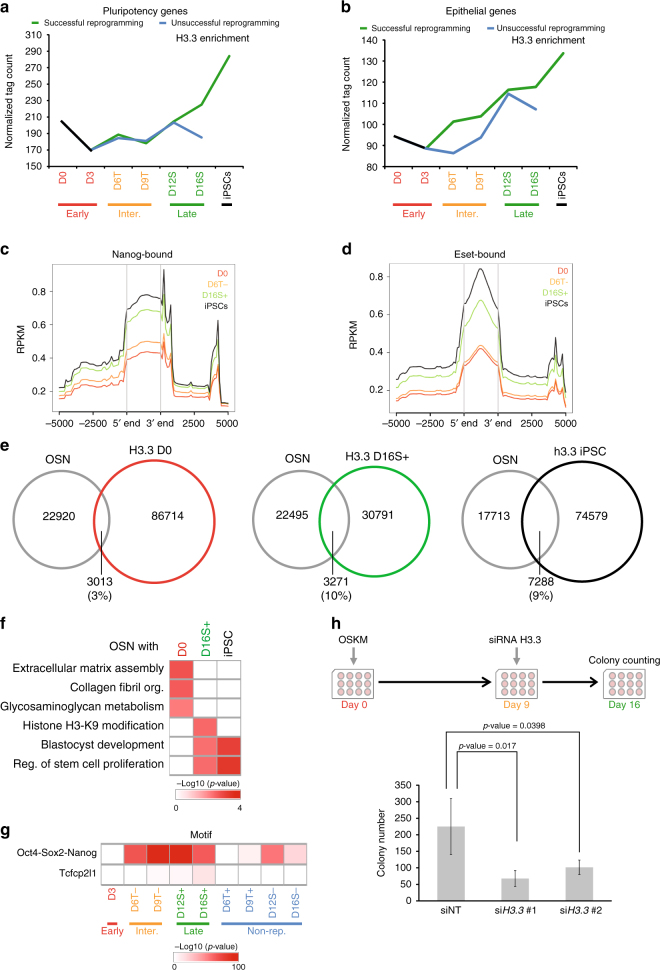
Gain of H3.3 at pluripotency genes is required. **a** Line plot demonstrating the dynamic H3.3 enrichment on the pluripotency genes-set during cellular reprogramming. *Y*-axis represents the normalized number of reads mapping to the genebodies of these genes at the indicated time-points (*x*-axis). **b** Line plot demonstrating the dynamic H3.3 enrichment on the epithelial genes-set during cellular reprogramming. *Y*-axis represents the normalized number of reads mapping to the genebodies of these genes at the indicated time-points (*x*-axis). **c**, **d** Average enrichment profile of H3.3 reads, of the indicated time-points, around Nanog-bound (**c**) and Eset-bound (**d**) genomic loci. The *y*-axis represents average normalized number of fragments mapping to the corresponding regions indicated in the *x*-axis. **e** Venn diagram demonstrating uniquely and commonly bound regions among D0 H3.3 (left), D16S+ H3.3 (middle), iPSC H3.3 (right) with mESCs Oct4, Sox2 or Nanog (OSN). **f** Differential GO analysis revealing the enriched biological processes by genes commonly bound by OSN and H3.3 at the indicated time-points. The colour ranges from white (no enrichment) to dark red (high enrichment). **g** Heatmap revealing the enrichment of the motifs of the indicated transcription factors in the intergenic regions bound by H3.3 in the reprogramming cells (both successful and unsuccessful). Enrichment ranges from not enriched (white) to highly enriched (dark red). **h** Schematics of the knockdown experiment (top). The bar chart below represents the number of AP-stained colonies (*y*-axis) observed in wells in which the knockdown of the H3.3 had been performed. Non-targeting siNT constructs were used as controls. Values are mean ± s.e.m from independent replicate experiments (*n* = 3). Two-tailed *t*-test was used for statistical analysis. Error bars represent standard deviation

### Role of H3.3 in transdifferentiation and differentiation

To understand the universality of H3.3 in a different reprogramming system, we first induced the expression of *Scl*, *Lmo2*, *Bmi* and *Runx1* in MEFs to convert them to iHPs^16^. We then collected the suspension cells and checked for markers associated with hematopoietic progenitor lineage. Indeed, the suspension cells expressed marker of hematopoietic progenitors (Supplementary Fig. 5a) and lower levels of differentiated blood cell markers (Supplementary Fig. 5b). We next collected chromatin at day 0, day 4 and iHPs and prepared H3.3 ChIP-Seq libraries (Fig. 5a and Supplementary Data 1). Reliably, the libraries showed high enrichment of H3.3 on genebodies (Supplementary Fig. 5c and Supplementary Data 4). A correlation study performed on day 0, day 4 with iHP H3.3 ChIP-Seq libraries revealed more overlaps between day 4 and iHP (Fig. 5b). Genes that were bound commonly between day 0 and day 4 were enriched with biological processes for fibroblasts functions (Fig. 5c). Whereas, genes commonly bound in day 4 and iHPs were enriched with processes associated with blood functions (Fig. 5c). Lmo2 is a transcription factor used in the transdifferentiation process and is known to be crucial in the initial specification of hematopoietic stem cells from the mesodermal germ layer^16^. Hence, we correlated H3.3-bound genes on day 0 and day 4 with day 4 Lmo2-bound genes^16^ to study the interplay between H3.3 and core hematopoietic progenitor factors (Supplementary Fig. 5d). Moreover, we assessed the overlaps between H3.3-bound genes in comparison to Lmo2-bound genes in bone marrow cells (Supplementary Fig. 5d). Remarkably, we observed high correlation between day 4 H3.3 and day 4 Lmo2, and between iHP H3.3 and bone marrow Lmo2^28^ (Supplementary Fig. 5d). Next, cell-type enrichment analysis revealed that genes commonly bound by day 4 Lmo2 and day 4 H3.3 were enriched for markers of several blood cell types indicating the essential role for H3.3 in establishing the hematopoietic cell lineages (Supplementary Fig. 5e). This led us to consider the prospect of H3.3 to function as the safeguard for the fibroblast fate and hence impede successful transdifferentiation. In this regard, the knockdown of H3.3 at the early stage of transdifferentiation gave rise to greater iHP formation (Fig. 5d). The same was observed by cells which were collected from the wells in which the transdifferentiation process took place and underwent sorting using CD45 marker (Supplementary Fig. 5f).

**Fig. 5:**
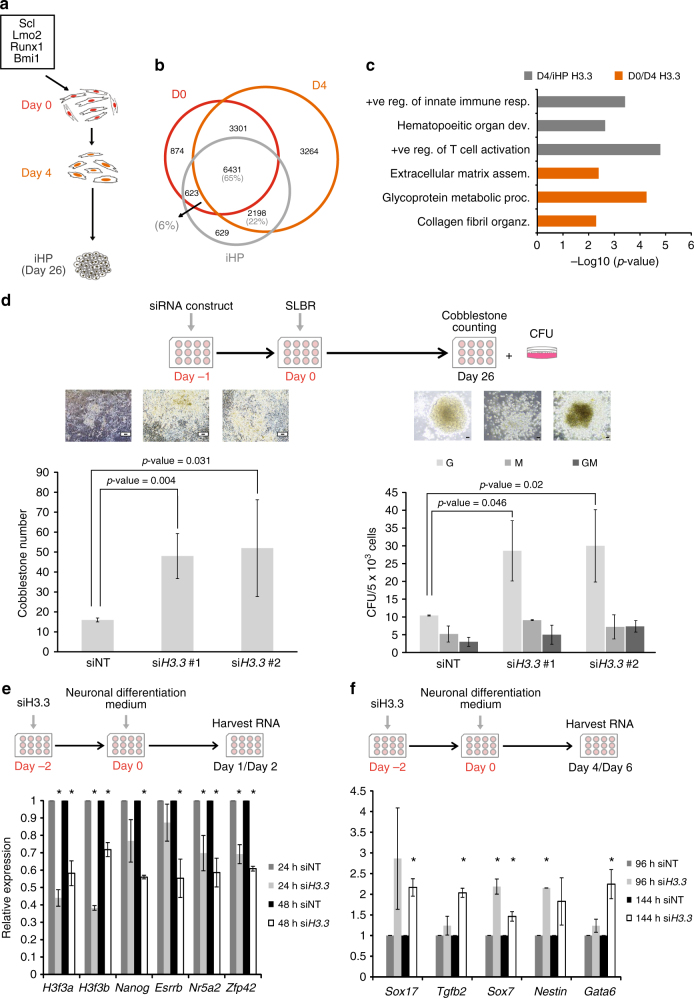
Role of H3.3 in various induced cell fate changes. **a** Schematics of the transdifferentiation process indicating the time-points at which chromatin was collected for preparing H3.3 ChIP-Seq libraries. **b** Venn diagram revealing the number of uniquely and commonly bound genes among day 0 H3.3, day 4 H3.3 and iHP H3.3. **c** Bar chart revealing the significantly enriched biological processes for genes which are bound by H3.3 on day 4 and in iHP (dark grey) and those bound by H3.3 at day 0 and day 4 (orange). *X*-axis represents the enrichment score of the hypergeometric enrichment test. **d** Schematics of the knockdown experiment (top). The bar charts below represent the number of cobblestones formed (left) and CFU numbers (right), observed in wells in which the knockdown of the H3.3 had been performed. Non-targeting siRNA constructs (siNT) were used as controls. The images above the bar charts are representative images of the wells in which the counting took place. Scale bars equal 100 µm. Values are mean ± s.e.m from independent replicate experiments (*n* = 3). Two-tailed *t*-test was used for statistical analysis. Error bars represent standard deviation. **e** Bar chart demonstrating the level of expression of the indicated genes at day 1 and day 2 of the induced neuronal differentiation after the knockdown of H3.3 (si*H3.3*). Non-targeting siRNA (siNT) were used as controls. *Y*-axis represents the fold change over control sample. *p-value <0.05. Two-tailed *t*-test was used for statistical analysis. Error bars represent standard deviation (*n* = 3). **f** Bar chart demonstrating the level of expression of the indicated genes at day 4 and day 6 of the induced differentiation to neuronal lineage after the knockdown of H3.3 (si*H3.3*). Non-targeting siRNA (siNT) were used as controls. *Y*-axis represents the fold change over control sample. *p-value <0.05. Two-tailed *t*-test was used for statistical analysis. Error bars represent standard deviation (*n* = 3)

On top of cell fate reprogramming and hematopoietic transdifferentiation, we found additional role of H3.3 to regulate neuronal differentiation. Embryonic stem cells (ESCs) in which the level of H3.3 was reduced manifested accelerated loss of pluripotency markers (Fig. 5e) and higher expression of neuronal lineage genes (Fig. 5f), upon the induction of neuronal differentiation. Taken together, these data reinforced the role of H3.3 in the maintenance of parental cell identity at the onset of induced cell fate changes.

### Deposition of H3.3 by Hira defines its role in reprogramming

To understand the mechanism by which H3.3 brings about its regulation of cell fate establishment, we analyzed ATAC-Seq libraries collected from day 6 cells in which H3.3 was knocked-down transiently at the beginning of reprogramming (Fig. 6a). 

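A pair of ATAC-Seq libraries of day 6 cells was analysed for the knockdown: D6 siH3.3, from cells given siRNA against H3.3, and D6 siNT, from cells given non-targeting siRNA. The siRNA was transfected at 50 nM, on day −2, before OSKM induction. There was 1 library per condition (no replicates), so no difference between them has a replicate check. The authors processed them as the time-course libraries, and the deposited files hold the same MACS2 values of pileup, fold enrichment and −log10 q-value. D6 siH3.3 had 18669683 tags, 52286 summits and 47348 regions, and D6 siNT had 21784047 tags, 51919 summits and 46481 regions. The lowest summit pileup that was called was 8 tags in D6 siH3.3 and 9 tags in D6 siNT. From there, a region of D6 siH3.3 that overlapped no region of D6 siNT by at least 1 bp was called opening. A region of D6 siNT without such an overlap was called closing, and overlapping regions were joined as common. A region was thus opening or closing by whether a peak was called, not by a test of its signal. Of the opening regions, 90.4% overlapped a region of the D6T− library, which had no siRNA, and of the closing regions 91.0%. Most opening regions are therefore not shown to be closed in day 6 cells without the knockdown. The median score (−log10 q-value) was 3.48 in opening regions, 4.31 in closing regions and 11.1 in common regions, and the median summit pileup was 11, 13 and 20 tags. Each region on chromosomes 1 to 19, X and Y was assigned by its midpoint to the promoter (3 kb upstream of a TSS), otherwise to the genebody, otherwise to intergenic sequence.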

The libraries exhibited expected nucleosomal patterns in which single nucleosomes, di-nucleosomes and tri-nucleosomes can be observed, indicative of the robustness of the libraries (Supplementary Fig. 6a). 

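Of the 11694 opening regions on the assembled chromosomes, 14.0% lay in promoters (95% Wilson interval 13.4 to 14.7), 45.0% in genebodies (44.1 to 45.9) and 41.0% in intergenic sequence (40.1 to 41.9). Of the 11017 closing regions, 17.0% lay in promoters (16.3 to 17.7), 46.3% in genebodies (45.4 to 47.3) and 36.6% in intergenic sequence (35.7 to 37.5). Of the 34300 common regions, 30.0% lay in promoters (29.6 to 30.5), 38.5% in genebodies (38.0 to 39.0) and 31.4% in intergenic sequence (30.9 to 31.9). The intervals cover the sampling of regions only, as there are no replicates. Against common regions, the odds ratio of a promoter position was 0.380 for opening regions (Fisher's exact test, adjusted p = 2.16e-278) and 0.478 for closing regions (Fisher's exact test, adjusted p = 1.35e-168). For genebodies it was 1.31 for opening regions (Fisher's exact test, adjusted p = 1.02e-34) and 1.38 for closing regions (Fisher's exact test, adjusted p = 1.92e-47). For intergenic sequence it was 1.51 for opening regions (Fisher's exact test, adjusted p = 2.28e-77) and 1.26 for closing regions (Fisher's exact test, adjusted p = 1.10e-23). These were 6 tests, adjusted together by the Benjamini–Hochberg method. With the stronger 50% of the peaks of each library, promoters held 18.7% of opening and 22.6% of closing regions. A promoter of 1 kb upstream to 100 bp downstream of the TSS moved the shares the other way, to 9.74% and 12.3%. From these distributions, the paper concludes that accessibility changes after H3.3 knockdown fall mostly in genebodies and intergenic regions.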

Interestingly, chromatin accessibility changes which are associated with H3.3 knockdown took place in genebodies and intergenic regions mostly in comparison with accessibility changes occurring commonly (reprogramming changes) which showed almost equal changes in the three genomic regions (Fig. 6a and Supplementary Data 5). We first tested the significance of the accessibility changes on genebodies and promoters. Intriguingly, chromatin accessibility changes associated with the depletion of H3.3 were significantly enriched in both promoters and genebodies (Fig. 6b). 

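The midpoints of the regions were compared with the 2558509480 sequenced bases of the assembled chromosomes. Promoters (3 kb upstream of a TSS) held 6.08% of these bases, 5′ UTRs held 0.266% and genebodies outside promoters held 37.9%. Of the opening regions, 14.0% lay in promoters, a ratio of 2.31 to the genome (binomial test, adjusted p = 2.62e-211). In 5′ UTRs there were 320 of 11694 opening regions, or 2.74% (95% Wilson interval 2.46 to 3.05), a ratio of 10.3 (binomial test, adjusted p = 3.93e-202). Genebodies held 45.0% of them, a ratio of 1.19 (binomial test, adjusted p = 3.55e-55). Of the closing regions, 17.0% lay in promoters, a ratio of 2.80. In 5′ UTRs there were 438 of 11017 closing regions, or 3.98% (95% Wilson interval 3.63 to 4.36), a ratio of 15.0. Genebodies held 46.3% of them, a ratio of 1.22 (binomial test, adjusted p = 1.58e-72). The libraries have no replicates, and the tests treat regions as independent. With the stronger 50% of the peaks of each library, the 5′ UTR ratio was 20.8 for opening and 30.6 for closing regions. From the enrichment over the genomic background in both categories, the paper concludes that H3.3 depletion changes accessibility in promoters and genebodies.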

Conversely, common changes (reprogramming induced) are less likely to take place in the genebodies. 

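Of the 34300 common regions on the assembled chromosomes, 13213 had their midpoint in a genebody, which is 38.5% (95% Wilson interval 38.0 to 39.0). Genebodies outside promoters made up 37.9% of the sequenced bases, so the ratio to the genome was 1.02 (binomial test, adjusted p = 0.0197). The ratio was 1.19 for opening regions and 1.22 for closing regions. Common regions weighted to the peak scores of opening and closing regions had a genebody share of 45.2%, against 45.7% of opening and closing regions. The difference between the kinds of region may therefore rest in large part on peak strength. With the stronger 50% of the peaks of each library, the ratio of common regions was 0.910 (binomial test, adjusted p = 3.70e-21), and 34.5% of them lay in genebodies. From the lower genebody share of common regions in Fig. 6b, the paper concludes that changes shared with reprogramming are less likely to fall in genebodies.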

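Common regions lay in promoters in 10305 of 34300 cases, which is 30.0% (95% Wilson interval 29.6 to 30.5) and 4.94 times the share of promoters in the genome. This ratio was 2.31 for opening and 2.80 for closing regions. In 5′ UTRs there were 4191 common regions, or 12.2% (95% Wilson interval 11.9 to 12.6), a ratio of 46.0 to the genome, against 10.3 for opening and 15.0 for closing regions. Among the stronger 50% of the peaks of each library the 5′ UTR ratio of common regions was 63.8. Among common regions, the highest score (−log10 q-value), 86680, belonged to a region on chromosome 1 of mm9 from 24618219 to 24623182 at Gm10222, with a summit pileup of 24198 tags. Of the 51-bp words of its sequence, 91.7% also occur on the mitochondrial chromosome. Its score may thus come from mitochondrial reads and is not taken as promoter accessibility. From Fig. 6b, the paper states that common changes occur at promoters with higher significance than the differences induced by H3.3.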

Rather, it occurs with higher significance on the promoter regions as compared to the H3.3-induced differences (Fig. 6b). 

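Genes were taken as opening when an opening region and no closing region lay between promoter and TTS, and as closing in the reverse case (D6 siH3.3 and D6 siNT, 1 library each, no replicates). There were 3121 opening and 3288 closing gene symbols. Their expression was taken from the paper's FPKM of 4 populations of the unsuccessful route, D6T+, D9T+, D12S− and D16S− (Supplementary Data 2), of which 1998 of 6954 rows could be read. Values were available for 261 opening genes (8.36%) and 329 closing genes (10.0%). As this is below 80%, the comparison is void for the full groups and speaks only for these genes. The mean over the 4 populations of log2(FPKM + 1) was 3.52 ± 1.55 (SD over opening genes) and 3.43 ± 1.45 (SD over closing genes). The difference was 0.0945 (95% bootstrap interval −0.159 to 0.348, permutation test p = 0.444), which is within the sampling noise over genes. With the stronger 50% of the peaks of each library, the difference was −0.226 (permutation test p = 0.106). The paper compares both groups in Supplementary Fig. 6b, with FPKM normalized per row, which was not done here. It concludes that opening genes are expressed at a lower level in unsuccessful cells than closing genes.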

Notably, genes which demonstrated higher accessibility levels upon H3.3 depletion exhibited lower expression levels in the unsuccessful reprogramming cells in contrast with genes that lost accessibility due to H3.3 knockdown (Supplementary Fig. 6b). Next, we decided to determine the upstream chaperone of H3.3 responsible for its bimodal role on reprogramming. We knocked-down *Hira* (H3.3 chaperone at regulatory elements), *Atrx* and *Daxx* at an early time-point during reprogramming. A significantly elevated reprogramming efficiency was observed in cells in which *Hira* was depleted. In contrast, the knockdown of *Atrx* and *Daxx* which mainly deposit H3.3 at the telomeres and heterochromatin regions, which showed less perturbation on reprogramming (Fig. 6c). When it comes to the knockdown of H3.3 chaperones at later time-point, only the knockdown of *Hira* was able to recapitulate the effect of H3.3 depletion, but not *Daxx* or *Atrx* (Fig. 6d). Remarkably, H3.3 enrichment on mESC Hira-bound loci^8^ showed a drastic increase with the progression of reprogramming (Supplementary Fig. 6c). The duration of the chaperones’ knockdown was shown to be transient at early or late time-point of reprogramming depending on the transfection time (Supplementary Fig. 6d). Taken together, the data suggested that the effect of H3.3 on cell fate reprogramming is dependent upon its deposition on regulatory elements (promoters, genebodies and enhancers) by Hira and not on heterochromatin and other intergenic loci. Correspondingly, the repressive H3K9me3^25^ and H3K27me3^21^ histone modifications had extremely low enrichment levels on the intergenic loci that are opened due to H3.3 depletion (Supplementary Fig. 6e). Interestingly, the intergenic loci which were specifically opened due to H3.3 depletion displayed higher enrichment of OSN motif and lower enrichment of Fra2 motif in comparison with the closing intergenic loci (Fig. 6e). 

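Motifs were searched on both strands of the 4792 intergenic opening and 4035 intergenic closing regions. Fra2 is a subunit of AP-1, so the AP-1 site TGANTCA stood for its motif. The Oct-Sox composite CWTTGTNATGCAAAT, with up to 3 mismatches, stood for the OSN motif. The composite was found in 613 opening regions, or 12.8% (95% Wilson interval 11.9 to 13.8), and in 446 closing regions, or 11.1% (95% Wilson interval 10.1 to 12.1). The odds ratio was 1.18 (Fisher's exact test, p = 0.0125, adjusted p = 0.0125). The AP-1 site was found in 1822 opening regions, or 38.0% (95% Wilson interval 36.7 to 39.4), and in 1418 closing regions, or 35.1% (95% Wilson interval 33.7 to 36.6). Its odds ratio was 1.13 (Fisher's exact test, p = 0.00523, adjusted p = 0.0105). These were 2 tests on 1 library per condition (no replicates). Among the stronger 50% of the peaks of each library the composite differed by 1.03 percentage points (Fisher's exact test, adjusted p = 0.398) and the AP-1 site by 3.25 percentage points (Fisher's exact test, adjusted p = 0.0836). In Fig. 6e, the paper reports that the OSN motif was more enriched, and the Fra2 motif less, in opening than in closing intergenic loci. That figure shows enrichment, while shares of regions with a consensus site, without background sequences, were compared here.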

To evaluate the functional roles played by the histone modifications, we overexpressed H3.3 with mutations at K4, K9, K27 or K36 residues, during reprogramming. Wild-type (WT) H3.3 overexpression was used as a control (Fig. 6f). Remarkably, only K4A and K36A mutants were able to rescue the reduced efficiency of reprogramming due to H3.3 overexpression (Fig. 6f). Western blot experiment demonstrated the increased H3.3 protein levels upon the induced overexpression of all the mutants and WT H3.3 (Supplementary Fig. 6f). Interestingly, WT H3.3 overexpression resulted in increased deposition of H3K4me3 and H3K36me3 on fibroblast genes. However, only K4A mutant did not result in increased deposition of H3K4me3 on these genes (Supplementary Fig. 6g). Similarly, only K36A mutants resulted in no change in H3K36me3 deposition on fibroblast genes (Supplementary Fig. 6g). Intriguingly, only cells with overexpressed H3.3 K4A mutant or H3.3 K36A mutant did not show any change in the expression levels of these fibroblast genes (Supplementary Fig. 6g). Despite considerable chromatin accessibility changes occurring at the intergenic regions upon H3.3 knockdown, neither K9A nor K27A mutants could rescue the phenotype of H3.3 overexpression (Fig. 6f and Supplementary Fig. 6g), indicating that H3.3’s deposition on regulatory elements and genebodies is crucial for realizing its effect on cellular reprogramming.

**Fig. 6:**
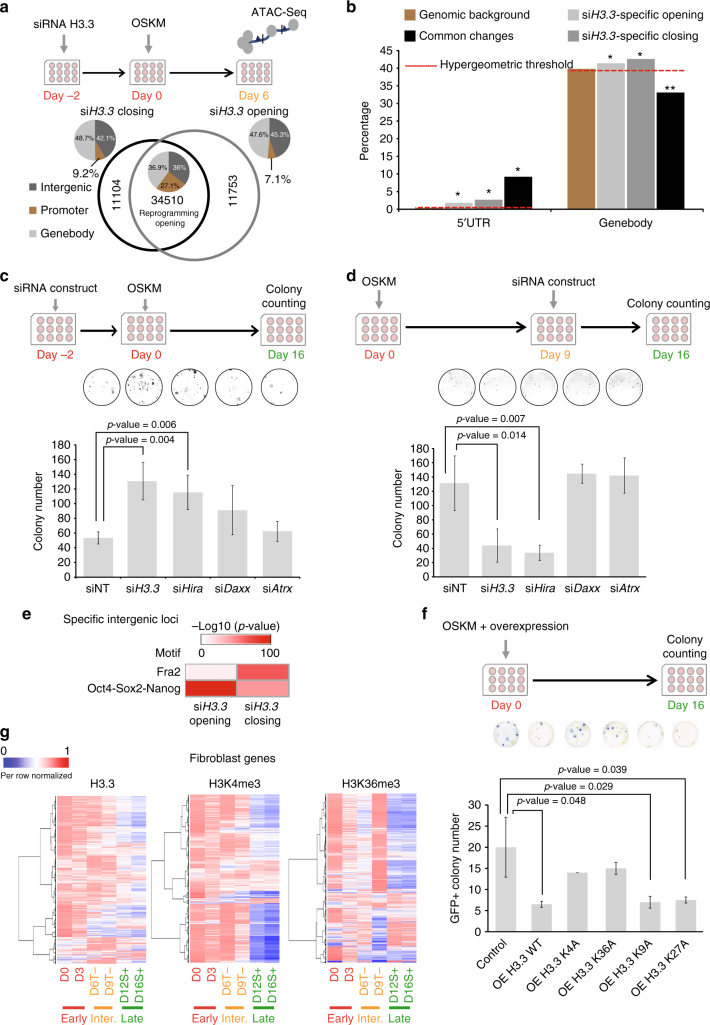
Hira is crucial for the role of H3.3 in reprogramming. **a** Schematics of the H3.3 knockdown ATAC-Seq experiment (top). Venn diagram revealing the number of uniquely and commonly accessible regions in cells in which H3.3 was knocked-down. The pie charts demonstrate the genomic distribution of the accessible regions. **b** Bar chart demonstrating the hypergeometric test performed on loci with significant accessibility changes. *Y*-axis denotes the percentage of regions in each category. *p-value <0.05. **p-value >0.1 using Benjamini–Hochberg statistics. **c** Schematics of the early time-point knockdown experiment (top). The bar chart below represents the number of colonies (*y*-axis) observed in wells in which the knockdown of the indicated genes had been performed. Non-targeting siRNA constructs were used as controls (siNT). Values are mean ± s.e.m from independent replicate experiments (*n* = 3). Two-tailed *t*-test was used for statistical analysis. Error bars represent standard deviation. Representative images of the wells in which the counting took place (top). **d** Schematics of the late time-point knockdown experiment (top). The bar chart below represents the number of colonies (*y*-axis) observed in wells in which the knockdown of the indicated genes had been performed. Non-targeting siRNA constructs were used as controls (siNT). Values are mean ± s.e.m from independent replicate experiments (*n* = 3). Two-tailed *t*-test was used for statistical analysis. Error bars represent standard deviation. Representative images of the wells in which the counting took place (top). **e** Enrichment of motifs in the indicated intergenic regions. Enrichment ranges from not enriched (white) to highly enriched (dark red). **f** Schematics of the overexpression experiment (top). The bar chart below represents the number of GFP+ colonies (*y*-axis) observed in wells in which the overexpression of the indicated constructs (*x*-axis). Cells overexpressed with empty vectors were used as controls. Values are mean ± s.e.m from three independent replicate experiments. Two-tailed *t*-test was used for statistical analysis. Error bars represent standard deviation. Representative images of the wells in which the counting took place (top). **g** Dynamic enrichment of H3.3 (left), H3K4me3 (middle) and H3K36me3 (right) over fibroblast genes. Colour ranges from dark blue (low enrichment) to dark red (high enrichment)

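Over all chromosomes and unplaced sequences, 11749 regions were opening, 11099 were closing and 34511 were common, from 1 library per condition (no replicates). Opening regions were 24.8% of the 47348 regions of D6 siH3.3 (95% Wilson interval 24.4 to 25.2), and closing regions were 23.9% of the 46481 regions of D6 siNT (95% Wilson interval 23.5 to 24.3). The paper's reported numbers in Supplementary Data 5 are 11753, 11104 and 34510. The opening region with the highest score lay on chromosome 13 of mm9 from 69631961 to 69632291, in intergenic sequence 4711 bp from Papd7, with a summit pileup of 29 tags and a fold enrichment of 10.0. The next lay on chromosome 1 from 108460992 to 108461347 in Bcl2, with 27 tags and a fold enrichment of 9.34. Among closing regions, 3 shared the highest score. They lay in Cobl (chromosome 11, 12335055 to 12335359), near Cfl2 (chromosome 12, 55935838 to 55936375) and in Dap (chromosome 15, 31172927 to 31173375), each with 29 tags and a fold enrichment of 9.01. When regions had to overlap by 50% of the shorter one, 12759 were opening, 12086 were closing and 33912 were common. With the stronger 50% of the peaks of each library the numbers were 5529, 5139 and 17926.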

Next, we prepared ChIP-Seq libraries for histone modifications, H3K4me3 and H3K36me3 (commonly found on regulatory elements and genebodies), at time-points similar to those used for the preparation of the H3.3 ChIP-Seq libraries. We then assessed the levels of H3.3, H3K4me3 and H3K36me3 over fibroblast genes throughout reprogramming. We observed similar trend across the libraries (Fig. 6g and Supplementary Data 6). Additionally, H3K4me3 and H3K36me3 revealed similar deposition dynamics on pluripotency-associated genes to H3.3 (Supplementary Fig. 6h). Moreover, H3K4me3 revealed early deposition on genes associated with pluripotency lineage similar to H3.3 (Supplementary Fig. 6i). Taken together, the deposition H3.3 on regulatory elements by Hira and the tri-methylation of lysine residues 4 and 36 of H3.3 in these regions were found to be responsible for the bimodal role of H3.3 in cellular reprogramming.

### Role of H3.3 in maintenance of fibroblast identity

To understand how H3.3 safeguards the fibroblast lineage, we have prepared RNA-Seq libraries of reprogramming cells in which H3.3 has been depleted (Supplementary Fig. 7a). These libraries showed high percentage of mapping to exons and low levels of rRNA and mitochondrial DNA contaminations (Supplementary Fig. 7b). Moreover, the prepared RNA-Seq libraries demonstrated high coverage over genebodies of highly expressed genes (Supplementary Fig. 7c). These data indicate the reliability of the libraries. By correlating our H3.3 ChIP-Seq data with the RNA-Seq libraries, we further identified the functional targets of H3.3 (Fig. 7a). The putative targets were highly associated with fibroblasts functions, such as extracellular matrix organization, collagen metabolism and proliferation of fibroblast cells (Fig. 7b). Strikingly, the depletion of H3.3 during cellular reprogramming resulted in accelerated downregulation of fibroblast markers and upregulation of mESC markers (Supplementary Fig. 7d). This confirms the role of H3.3 as a barrier in the early stages of reprogramming. Interestingly, the functional targets of H3.3 exhibited tight network of protein–protein interactome (Supplementary Fig. 7e). Next, we used MCODE algorithm to determine the most significant clusters of highly interacting nodes within the network. The analysis revealed a role for H3.3 in regulating genes associated with collagen synthesis and Mapk cascade (Fig. 7c, d). We identified new set of repressors of reprogramming downstream of H3.3 (Fig. 7e). Removal of H3.3 resulted in its lower enrichment on the loci these genes, confirming that they are indeed functional targets (Fig. 7f). Our analysis (see Methods section) also determined H3.3 downstream activators, such as *Foxd3*, *Gtsf1* and *Otx2*, as evidenced by the abolishment of the reprogramming upon their depletion by siRNA (Fig. 7g).

**Fig. 7:**
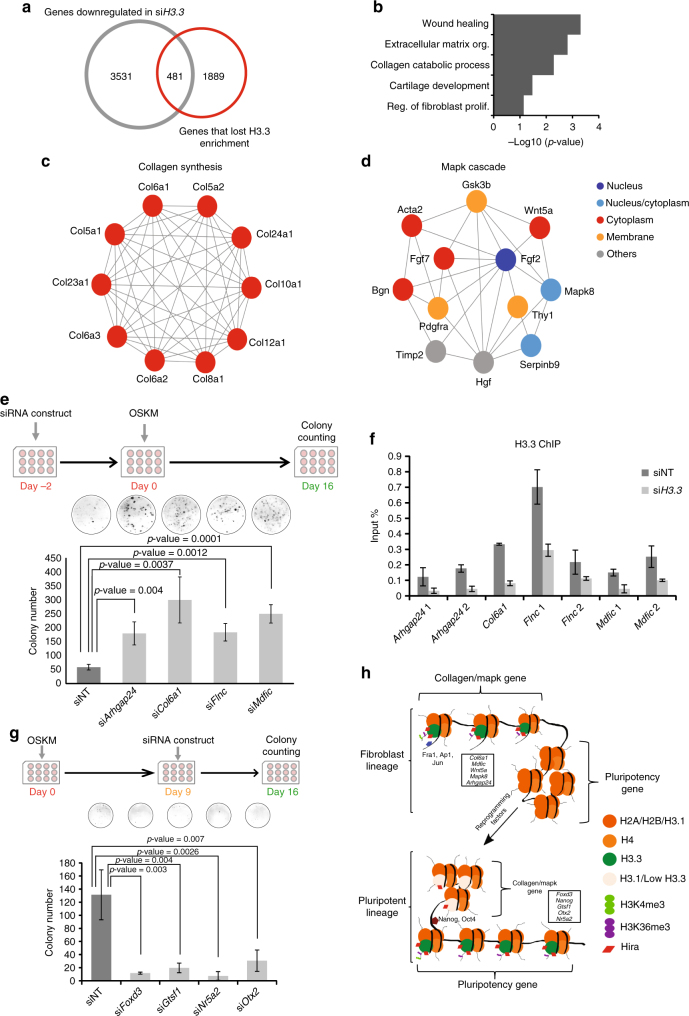
H3.3 regulates processes associated with fibroblast lineage. **a** Venn diagram correlating genes with reduced expression upon knockdown of H3.3 and genes with reduced H3.3 enrichment as cells progress via the successful route of cellular reprogramming. **b** GO analysis of the functional targets of H3.3. *X*-axis represents the GO term enrichment score. **c**,** d** Protein–protein interaction network of functional H3.3 targets associated with collagen synthesis (**c**) and Mapk cascade pathway (**d**). **e** Schematics of the knockdown experiment (top). The bar chart below represents the number of colonies (*y*-axis) observed in wells in which the knockdown of the indicated genes had been performed. Non-targeting siRNA constructs were used as controls (siNT). The images above the bar charts are representative images of the wells in which the counting took place. Values are mean ± s.e.m from independent replicate experiments (*n* = 3). Two-tailed *t*-test was used for statistical analysis. Error bars represent standard deviation. **f** Bar chart demonstrating the level of H3.3 enrichment on the genes indicated in the *x*-axis upon the knockdown of H3.3 (si*H3.3*). Non-targeting siRNA (siNT) were used as controls. *Y*-axis represents the enrichment level in the ChIP sample over input. Error bars represent standard deviation (*n* = 3). **g** Schematics of the knockdown experiment (top). The bar chart below represents the number of colonies (*y*-axis) observed in wells in which the knockdown of the indicated genes had been performed. Non-targeting siRNA constructs were used as controls (siNT). The images above the bar charts are representative images of the wells in which the counting took place. Values are mean ± s.e.m from independent replicate experiments (*n* = 3). Two-tailed *t*-test was used for statistical analysis. Error bars represent standard deviation. **h** Dynamic deposition of H3.3 during cellular reprogramming. H3.3 is enriched at genes associated with Mapk cascade or collagen synthesis where it cooperates with the AP1–Fra1 complex to safeguard the fibroblast identity. During reprogramming, H3.3 are disassembled from the lineage genes. Reconfiguration of H3.3 to the nucleosomes of the reprogrammed pluripotent lineage ensure the establishment of the new fate. The effect of H3.3 is exerted via its deposition by Hira and the methylation of its K4 and K36 residues

## Discussion

In this study, we have discerned the binding dynamics of H3.3 and elucidated its functional impact on cell fate reprogramming, by integrating data points from multiple genome-wide platforms. This has enabled us to visualize the lively interaction of H3.3 with the chromatin as lineage-specific epigenomes reconfigure and reassemble.

Induced cell fate conversions are known to cause drastic changes in chromatin architecture and modification, paving the way for transcriptomic rewiring. This leads to inactivation of genes responsible for the identity of the parental cells and the activation of genes that are crucial for the establishment of the lineage of interest^29^. Similarly, in our study, we observed initial silencing of fibroblast genes and their transcriptomic activity was gradually replaced with switching-on of genes associated with pluripotency. Of interest, the pattern of H3.3 deposition reflects a faithful recapitulation of the chromatin and transcriptomic rewiring taking place during the reprogramming process. Exchange of H3.3 on the cellular epigenomes as cells acquire new cellular identities has emerged as an important hallmark of cellular reprogramming. In particular, distribution of H3.3 binding suggests that its enrichment over the regulatory regions is a key event in the dynamic process. Interestingly, a previous study indicated that H3.3 could bind on promoters marked with H3K27me3 in order to prime them for expression^10,30^.

The role of H3.3 in processes, such as embryo development, was investigated in earlier studies^6,7^. Complete H3.3 removal from mouse embryos resulted in developmental retardation and embryonic lethality. Further investigations revealed that H3.3 removal caused cell death via the disruption of heterochromatin regions in the centromeres, telomeres and pericentromeres resulting in mitotic defects. Intriguingly, H3.3 removal did not result in any change to gene expression regulation during development^6^. Other studies reported that H3.3 is required for the maintenance of cellular identity^31^. Indeed, in our work, early removal of H3.3 ensured accelerated loss of the fibroblast cell markers. By tracing H3.3 binding, we constructed a protein–protein interaction network composed of H3.3-bound genes in the fibroblast cells. We hypothesize that several members of this network preserve the fibroblast cell state and therefore act as a barrier for the reprogramming process. Notably, the removal of these genes rapidly deconstructs the fibroblast cell fate-specific epigenome resulting in enhanced reprogramming. H3.3 was shown to be bound on loci enriched with motifs for Fra1, Jun and other AP1 complex proteins. Earlier studies revealed that these proteins are barriers of cellular reprogramming^32,33^. Consistently, H3.3 plays a similar role during cellular transdifferentiation. It serves as a barrier by regulating genes that are associated with the fibroblast lineage. During transdifferentiation, H3.3 co-bind on loci that are also bound by Lmo2, a lineage gene required for later establishment of blood cell fate^16,28^. In agreement, an earlier study reported that H3.3 binding along with Runx1 and Scl are the earliest epigenetic events required for establishing blood cellular identities^34^. Of note, our study showed that the depletion of the canonical H3.1 at an early time-point of cellular reprogramming resulted in a slight reduction of reprogramming efficiency (Supplementary Fig. 3d). This suggests that the reported role of CAF-1 complex in maintaining somatic cell identity may be partly independent of H3.1 deposition^35^.

On the other hand, the deposition of H3.3 at intermediate to later phases of reprogramming reflects a reconstructed nucleosomal architecture in line with the new cellular identity. Earlier reports revealed that H3.3 replaces canonical variants at genes associated with pluripotency resulting in their activation during somatic cell nuclear transfer^9,36^. The requirement for H3.3 is specific to the final phases of reprogramming where the epigenome works in concert with the pluripotency factors to construct the acquired stem cell fate. As such, the removal of H3.3 at the late stage of reprogramming or the constitutive knockdown of H3.3 at an early time-point drastically hampers the process resulting in lower efficiency.

The binding profiles of H3.3 reflect a progressive localization to the Eset-bound, ETn and IAP loci. This supports the role of H3.3 in ERV regulation^13^ and extends its requirement for establishing pluripotency-specific ERV regulatory network. Interestingly, ERVs were reported to be derepressed during the early stages of cellular reprogramming triggering the activation of nearby genes. These events were attributed to reduced reprogramming efficiency, hence the re-establishment of ERV silencing is required for successful reprogramming^37,38^.

Intriguingly, H3.3 depletion did not affect pluripotency or self-renewal of the mESCs. Thus, H3.3 is only required during lineage transition, especially for the establishment of new cellular identities.

The activation of enhancers by H3.3 replacement is reported in earlier studies^39^. This goes in contrast with the role of H3.3 in embryonic development which is largely dependent on its regulation of heterochromatin^6^. Our study revealed that H3.3’s role in cell lineage reconfiguration is largely due to changes that took place at the regulatory regions and genebodies. This led us to speculate that H3K4me3 and H3K36me3 are the key determinants for the activities of H3.3. Indeed, K4 and K36 mutants were exclusively able to rescue the H3.3 overexpression phenotypes. In support, we identified Hira-dependent deposition of H3.3 as the main driver for its role in cell fate transition. Notably, a RNAi screen performed in an earlier study also reported an increased reprogramming efficiency upon *Hira* depletion^35^. Moreover, a recent study identified H3.3 turnover at the promoters to regulate gene expression in ESCs^40^. Of note, broad enrichment of H3K4me3 on genes is highly associated with cell identity genes^41^. It is tempting to hypothesize that this could be linked to H3.3 deposition and enrichment over the genes.

Our study revealed that Mapk cascade and collagen synthesis are the key processes, which are regulated by H3.3 in fibroblast cells. Interestingly, a chemical inhibitor of Mapk signaling pathway, PD0325901, was shown to induce cellular reprogramming^42^. Another study reported that collagen removal by either collagenase treatment or downregulation of genes associated with collagen synthesis resulted in increased reprogramming^43^.

In this study, histone variant H3.3 emerged as a bimodal regulator of induced cell fate changes. It stabilizes fibroblast identity at the early phases of reprogramming, presenting itself as a guardian of the initial cell fate by regulating Mapk cascade, collagen synthesis genes and other genes, which are activated by AP1 complex proteins. However, it switches during the intermediate to later phases to become an important driver for the establishment of the newly acquired reprogrammed cell state. Deposition of H3.3 by Hira is shown to be intimately involved in these regulations. Together, our findings provide the invaluable link between nucleosomal dynamics with the transcriptomic expression, which worked in concert to govern the cell fate transition process (Fig. 7h).

## Methods

### Animals

Mouse procedures were carried out according to the guidelines for use of laboratory animals published by the Biological Resource Centre, A*STAR.

### Cell culture

MEFs were derived from E13.5 embryos harbouring an IRES-EGFP fusion cassette downstream of the stop codon of the Oct4 (Pou5f1) gene as previously described^44^. MEFs and 293T cells (ATCC) were cultured in Dulbecco’s modified Eagle medium high glucose medium (DMEM; Gibco), supplemented with 10% foetal bovine serum (FBS; Hyclone), 2 mM l-glutamine (Gibco) and 1 × PenStrep (Gibco). iPSCs, E14 (ATCC) and ES-D3 (ATCC) were cultured with either mESC medium (DMEM high glucose supplemented with 15% defined FBS (Hyclone), 2 mM l-glutamine (Gibco), 1 × PenStrep (Gibco) 100 μM MEM non-essential amino acids (Gibco), 100 μM β-mercaptoethanol (Gibco), and 1000 U/mL leukaemia inhibitory factor (LIF; ESGRO, Millipore), or KOSR medium (DMEM high glucose supplemented with 15% knockout serum replacement (Gibco), 2 mM l-glutamine (Gibco), 1 × PenStrep (Gibco) 100 μM MEM non-essential amino acids (Gibco), 100 μM β-mercaptoethanol (Gibco), and 1000 U/mL LIF (ESGRO, Millipore). All the ESCs and iPSCs used in this study were cultured on gelatin-coated tissue culture plates and all the cell lines were cultured at 37 °C with 5% CO_2_. All cell were tested for Mycoplasma-contamination.

### Virus package

Retrovirus vectors were purchased from Addgene, pMXs-Oct3/4 (#13366), pMXs-Sox2 (#13367), pMXs-Klf4 (#13370) and pMXs-c-Myc (#13375). pMXs-vector, pVSV-G and pCMV-intron packaging plasmids were co-transfected into 293T cells by TransIT-LT1 transfection reagent (Mirus). After 48 h, the supernatant containing virus was collected and the fresh fibroblast medium was added. After 72 h, the supernatant containing virus was collected again. The supernatant containing virus was filtered through a 0.45 μm pore-size membrane filter (17574-K, Sartorius) and concentrated by ultracentrifugation at 23,000×*g* (Beckman), and stored in −80 °C.

Lentiviral vectors pLX305 were generated from pLX304 by replacing V5 tag with HA tag. The cDNAs of mouse *H3f3b* and its K4A, K9A, K27A and K36A mutants were introduced into pLX305 vector by nested PCR using KAPA HiFi PCR Kit (Kapa Biosystems) and gateway-cloning method using Gateway BP Clonase II Enzyme mix and Gateway LR Clonase II Enzyme Mix (Invitrogen). Sequences of the primers for cloning of mutants can be found in Supplementary Data 7. Lentivirus vector, psPAX and pMD2G were co-transfected into 293T cells by TransIT-LT1 transfection reagent (Mirus). After 48 h, the supernatant containing virus was collected and the fresh fibroblast medium was added. After 72 h, the supernatant containing virus was collected again. The supernatant containing virus was filtered through a 0.45 μm pore-size membrane filter (17574-K, Sartorius) and concentrated by ultracentrifugation at 23,000×*g* (Beckman), and stored in −80 °C.

Mouse *Scl/Tal1*, human Lmo2, Runx1 and Bmi1 were cloned into the pMX constitutively expressed retroviral vector. Plasmids were transfected into platinum E cells by TransIT-LT1 transfection reagent (Mirus). After 48 h, the supernatant containing virus was collected and the fresh fibroblast medium was added. After 72 h, the supernatant containing virus was collected again. The supernatant containing virus was filtered through a 0.45 μm pore-size membrane filter (17574-K, Sartorius) and concentrated by ultracentrifugation at 23,000×*g* (Beckman) and infected MEFs freshly.

### Reprogramming experiments

MEFs within two passages were split when they reached 80–90% confluence, plated at 2500 cells/cm^2^ for reprogramming experiments or 5000 cells/cm^2^ for reprogramming sample collecting. pMXs-Sox2, Klf4, Oct4 and c-Myc were used to infect MEFs with 4 μg/mL polybrene for 12–24 h. Reprogramming was performed mainly in mESC medium or KOSR medium or FF medium (DMEM/F12 (Gibco) supplemented with 15% Knockout Serum Replacement (Gibco), 2 mM l-glutamine (Gibco), 1× PenStrep (Gibco) 100 μM MEM non-essential amino acids (Gibco), 100 μM β-mercaptoethanol (Gibco), and 1000 U/mL LIF (ESGRO, Millipore), 50 μg/mL ascorbic acid (Sigma), 10 ng/mL basic fibroblast growth factor (bFGF, Gibco), 3 μM CHIR99021 (Stemgent) and 0.5× N-2 Supplement (Gibco) without any feeder layer or passage procedure.

For knockdown induction during reprogramming, MEFs were seeded at 10 K cells in 12-well plates, infected with O/S/K/M virus in the presence of 4 μg/mL polybrene (Sigma) for 24 h (defined as day 0). Then, FF medium was changed every day. Cells were transfected with 50 nM siRNA using DharmaFECT 1 (Dharmacon) at day −2 or day 9. *H3f3a*, *H3f3b*, *Hira*, *Daxx*, *Atrx*, non-targeting control siGENOME, and other genes’ siRNAs were ordered from GE Dharmacon (Supplementary Data 7).

For overexpression of H3.3 and its mutants during reprogramming, cells were infected with viruses of H3.3 and its mutants at day 0 or day 9. Sequences of the primers for cloning of mutants can be found in Supplementary Data 7.

### Transdifferentiation

Fibroblasts were purified through removing of any cells that positive stained with a cocktail of hematopoietic surface makers (FITC for Sca1 and APC for c-kit, CD150, CD48, AA4.1, CD45, CD19, B220, CD3, CD4, CD8, Gr-1, CD11b, F4/80, Ter119, CD41, CD42d) by sorting (FACSAria llu SORP cell sorter, Becton Dickinson). Hematopoietic cell-free fibroblasts transduced with hematopoietic factors were co-cultured with inactivated OP9 stromal cells and maintained in IMDM medium supplemented with 10% FBS and cytokine cocktail (SCF, IL3, TPO, FLT3L, 10 ng/mL each, R&D Systems), for observation of appearance of ‘cobblestone’ colonies and generation of iHPs for FACS, molecular and functional analysis.

### Neuronal differentiation

Neuronal differentiation was performed as described earlier^45^. Briefly, mouse ES E14 cells were transfected with 50 nM siRNA using DharmaFECT 1 (Dharmacon). E14 cells were suspended at 2 days post transfection, then seeded onto 0.1% gelatin-coated tissue culture plates at a density of 0.5 ~ 1.5 × 10^4^/cm^2^ in N2B27 medium (1:1 mixture of DMEM/F12 (Gibco) and Neurobasal medium supplemented with 1× N-2 Supplement (Gibco) and 1× B-27 Supplement (Gibco). Medium was changed every 2 days. Cells were collected for mRNA extraction and qRT-PCR after 24 or 48 or 96 or 144 h.

### Flow cytometry

Reprogramming cells were collected and incubated with antibodies against CD90.2/Thy1.2 (PE or FITC, Miltenyi Biotec) and SSEA-1 (PE or APC, Miltenyi Biotec). The expression of GFP, Thy-1 and SSEA-1 were described by BD FACSCanto II flow cytometry (BD Bioscience).

Hematopoietic cells from adherent layer or suspension were identified by stained with hematopoietic progenitor and mature cell surface markers. Transduced fibroblasts (27–30 dpi) with obvious 'cobblestones' in 24-well plates were fixed with 4% PFA, stained with CD45-APC (eBioscience) and photographed under microscope (zeiss observer.D1). Flow cytometry was performed using FACSAria llu SORP cell sorter (Becton Dickinson) and analysis was performed using BD FACSDiva software.

### Colony forming cell assay (CFC)

Methylcellulose CFC was carried out using Methocult GF M3434 (Stem Cell Technologies). Suspension cells or sorted cells were seeded in 1 mL of Methocult GF M3434 in duplicate, together with dox (4 μg/mL, for inducible vectors). Colonies were scored at 12 days of culture based on standard morphological criteria and selectively validated by cytospin and staining.

### Cytospin and benzidine-Wright-Giemsa staining

A total of 5 × 10^4^ iHP cells or single colonies from in CFC assay were suspended in 100 μl of 10% FBS in PBS and cytospined to the slides. The slides were fixed with cold methanol for 2 min and allowed to dry for 1 h. Then slides were stained using DAB tablets (3, 3′-Diaminobenzidine tetrahydrochloride, Sigma), followed by stained with Wright-Giemsa solution (Sigma) according to the instruction of products. The slides were allowed to dry overnight, mounted with mounting medium and photographed under microscope (Leica DM LB2).

### Western blot

Cells were lysed with RIPA buffer supplemented with protease inhibitor cocktail and PMSF. A quantity of 50 μg cell lysate was loaded into a SDS–PAGE gel and transferred onto a polyvinylidene difluoride membrane (Bio-Rad). The membrane was blocked with 5% skim milk at room temperature for 1 h, followed by overnight incubation with primary antibodies at 4 °C. The blot was subsequently incubated with either horseradish peroxidase (HRP)-conjugated anti-mouse IgG, HRP-conjugated anti-rabbit IgG, or HRP-conjugated anti-goat IgG (1:10,000, Beith). Signal was detected using SuperSignal West Dura Extended Duration Substrate (Thermo Scientific) and captured on CLXposure film (Thermo Scientific).

The primary antibodies used for the western blot were anti-hemagglutinin (HA) (1:1000, Santa Cruz #sc-7392), anti- Actin (1:1000, Santa Cruz #sc-10731), anti-Hira (1:2000, Millipore #04–1488), anti-Daxx (1:1000, Santa Cruz #sc-7152), anti-Atrx (1:500, Santa Cruz #sc-15408) anti-H3.1/H3.2 (1:1000, Millipore #ABE154) and anti-H3.3 (1:500, Millipore #17–10245).

### ChIP assay

ChIP was performed as described previously^27^. Briefly, ten million cells were crosslinked with 1% formaldehyde for 10 min at room temperature, formaldehyde was then quenched by the addition of 200 mM glycine and cells were washed once with ice-cold PBS. Cell lysis was carried out with a lysis buffer containing 10 mM Tris-Cl (pH 8), 100 mM NaCl, 10 mM EDTA, 0.25% Triton X-100 and protease inhibitor cocktail (Roche). Cells were then resuspended in 1% SDS lysis buffer containing 50 mM HEPES-KOH (pH 7.5), 150 mM NaCl, 1% SDS, 2 mM EDTA, 1% Triton X-100, 0.1% NaDOC and protease inhibitor cocktail. The suspension was nutated for 15 min at cold room before spinning down to collect the chromatin pellet. The pellet was then washed two times with 0.1% SDS lysis buffer containing 50 mM HEPES-KOH (pH 7.5), 150 mM NaCl, 0.1% SDS, 2 mM EDTA, 1% Triton X-100, 0.1% NaDOC, 1 mM PMSF and protease inhibitor cocktail. Sonication was conducted with cells on ice, using the Branson Sonifier 250 (11 cycles, power amplitude of 35%, 30 s pulses on with 59.9 s pulses off). The chromatin solution was clarified by centrifugation at 20,000×*g* at 4 °C for 45 min and then pre-cleared with Dynabeads protein A (Life Technologies) for 2 h at 4 °C. The pre-cleared chromatin sample was incubated with 50 μl of Dynabeads protein A loaded with 5 μg antibody overnight at 4 °C. The beads were washed three times with 0.1% SDS lysis buffer, once with 0.1% SDS lysis buffer/0.35 M NaCl, once with 10 mM Tris-Cl (pH 8), 1 mM EDTA, 0.5% NP40, 0.25 LiCl, 0.5% NaDOC and once with TE buffer (pH 8.0). The immunoprecipitated material was eluted from the beads by heating for 45 min at 68 °C in 50 mM Tris-Cl (pH 7.5), 10 mM EDTA and 1% SDS. To reverse the crosslinks, samples were incubated with 1.5 μg/mL pronase at 42 °C for 2 h followed by 67 °C for 6 h. The samples were then extracted with phenol chloroform isoamyl alcohol followed by chloroform, ethanol precipitated in the presence of glycogen and resuspended in TE buffer.

### Immunofluorescence staining

Cells were fixed with 4% paraformaldehyde for 30 min, permeabilized with 0.2% Triton X-100 for 15 min, and blocked with 5% BSA in PBS for 30 min at room temperature. After blocking, cells were stained with anti-HA antibodies (Santa Cruz), anti-Oct4 antibodies (ab19857, Abcam), or anti-SSEA-1 antibodies (Miltenyi Biotec), or anti-Nanog antibodies (ReproCELL Inc) followed by Alexa 488 or Alexa 555 conjugated secondary antibodies (Life Technologies) and counterstained with Hoechst 33342 (Life Technologies). Images were acquired with Zeiss LSM700 confocal microscope equipped with a ×20 objective lens under the Zen 2010 operating software.

### AP staining

AP activity was detected using an Alkaline Phosphatase Substrate Kit (Vector, sk-5300), according to the instruction manual. AP-positive colonies under different conditions were counted and analyzed by Cellprofiler software.

### RNA extraction, reverse transcription and real-time qPCR

Total RNA was extracted using the Trizol reagent (Invitrogen). Contaminating DNA was removed by DNaseI (Ambion) treatment, and the RNA was further purified using QIAGEN RNeasy Kit. First strand cDNA was synthesized using the iScript cDNA synthesis kit (Bio-Rad) according to the manufacturer’s instructions. Quantitative real-time PCR was performed on the CXF384 Real-time System (Bio-Rad), using a Kapa SYBR Fast qPCR kit (Kapa Biosystems). The expression level of each gene was normalized to the expression level of β-actin. Primers used in this study are listed in Supplementary Data 7.

### ATAC-Seq assay

Cells were trypsinized to single cells and washed once with PBS. A total of 50k cells were lysed and centrifuged at 500×*g*, 4° immediately after addition of cold lysis buffer (10 mM Tris-Cl, pH 7.4, 10 mM NaCl, 3 mMMg Cl_2_, 0.1% (v/v) Igepal CA-630). Next, cell pellet were resuspended with transposition reaction mix (2.5 µL TD, 2.5 µL TDE1, 22.5 µL nuclease-free water) (Nextera DNA library preparation kit, Cat No.: FC-121-1030) and incubated at 37° for 30 min. Immediately following transposition, samples were purified with Qiagen MinElute PCR purification kit (Cat No.: 28006) and eluted with 10 µL elution buffer from Qiagen MinElute PCR purification kit. Then the transposed DNA fragments were amplified by following PCR reaction system and protocol:

10 μL transposed DNA

10 μL nuclease-free H_2_O

2.5 μL 25 μM PCR Primer 1 (sequence provided in Buenrostro et al.^46^)

2.5 μL 25 μM Barcoded PCR Primer 2 (sequence provided in Buenrostro et al.^46^)

25 μL NEBNext High-Fidelity 2× PCR Master Mix (Cat. No.: M0541)

1 cycle: 5 min 72 °C

30 s 98 °C

5 cycles: 10 s 98 °C

30 s 63 °C

1 min 72 °C

Then, qPCR was carried out on transposed fragments right after five cycles PCR to calculate the additional PCR cycles required before reaching saturation. qPCR reaction system and thermal cycler protocol are as follows:

5 μL of previously PCR-amplified DNA

4.41 μL nuclease-free H_2_O

0.25 μL 25 μM Custom Nextera PCR Primer 1 (sequence provided in Buenrostro et al.^46^)

0.25 μL 25 μM Custom Nextera PCR Primer 2 (sequence provided in Buenrostro et al.^46^)

0.09 μL 100× SYBR Green I (Cat. No.: S-7563)

5 μL NEBNext High-Fidelity 2× PCR Master Mix (Cat. No.: M0541)

1 cycle: 30 s 98 °C

20 cycles: 10 s 98 °C

30 s 63 °C

1 min 72 °C.

The additional number of PCR cycles is the cycle that corresponds to one-third of the maximum fluorescent intensity. After determining the additional PCR cycles required, run remaining PCR cycles on remaining 45 μL transposed DNA by following protocol:

1 cycle: 30 s 98 °C

*N* cycles: 10 s 98 °C

30 s 63 °C

1 min 72 °C.

After that, we run 2% agarose gel and excise gel between 150 and 1000 bp to get rid of the primer dimer contamination in ATAC-seq libraries. Gel extraction was carried out and eluted in 20 μL elution buffer. Subsequently, the size and pattern of the ATAC-seq library was assessed by Bioanalyzer High-Sensitivity DNA Analysis kit (Cat. No.: 5067-4626) and the concentration of the library was measured by KAPA Library Quantification kit (Cat. No.: kk4824).

### ChIP-Seq libraries

ChIP-Seq libraries were prepared according to manufacturer’s instructions (Illumina). High-throughput sequencing was performed on a Genome Analyzer IIx (Illumina).

### RNA sequencing

The RNA samples were subjected to mRNA selection, fragmentation, cDNA synthesis and library preparation using a TruSeq RNA Sample Prep Kit (RS-122–2001, Illumina). Library quality was analyzed on a Bioanalyzer. High-throughput sequencing was performed on the HiSeq 2500 (Illumina).

### RNA-Seq analysis

Quality control of the RNA-Seq raw files was performed using **RSeQC** software^47^ and SeqMonk (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). This was followed by mapping to mm9 genome assembly using **STAR** aligner^48^. Reads with more than two mismatches were filtered out and reads mapping to more than one locus in the genome were also filtered out. Differential gene expression and gene expression levels were estimated using **cuffdiff**^49^. Gene expression levels were used for generating a PCA (principle component analysis) plot by using **FactoMineR** (http://factominer.free.fr/), which is a library installed as a part of the R statistical package^50^. The gene expression levels were also used for generating heatmaps using R. The FPKM values were per-row normalized for the generation of the heatmaps.

BedGraphs for visualizing the RNA-Seq libraries in the UCSC genome browser were generated using the **makeUCSCfile** script with the addition of the option **–style rnaseq**^51^.

### ChIP-Seq data analysis

**FastQC** software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was utilized for quality control of the raw reads, followed by mapping to the mm9 genome assembly using **STAR** aligner^48^. Reads with more than two mismatches as well as reads mapping to more than one locus in the genome were filtered out. The **--alignIntronMax** option was set to 1 in order to ensure compatibility with the ChIP-Seq files. A Tag Directory for each ChIP-Seq library was created by using HOMER. Peaks were detected by using the findPeaks script of HOMER^51^. The option **-style** was set to histone. For H3.3 ChIP-Seq libraries, the option **-F** (fold change over input) was set to 2. The detected peaks were annotated using **annotatePeaks.pl** script^51^. Genes that exclusively start displaying the enrichment of H3.3 on genebodies (from promoter-TSS to TTS) till the end of reprogramming were considered for cell-type enrichment analysis. BedGraphs for visualising the ChIP-Seq libraries in the UCSC genome browser were generated using the **makeUCSCfile** script^51^. The peak-score values were calculated by the findPeaks script and subsequently utilized for generation of H3.3 enrichment heatmap over housekeeping genes. For designing the ChIP-Seq heatmaps, the **heatmap.2** function in **gplots** R library was employed. analyzeRepeats.pl script was used to measure the normalized tag counts of H3.3, H3K4me3 and H3K36me3 over genes of interest. The following published ChIP-Seq libraries were downloaded from GEO^52^: H3K9me3 (accession number: GSM440257)^25^, H3K27me3 (accession number: GSM1327220)^21^, H3K4me1 (accession number: GSM881352)^53^, H3K36me3 (accession number: GSM881351)^53^, H3K27ac (accession number: GSM1000126)^53^, Eset (accession number: GSM440256)^25^.

### Generation of average profile plots

The average enrichment of ChIP-Seq libraries over regions or genes of interest were measured and visualized using the **ngsplot** software.

### Gene ontology analysis

The gene ontology files (.obo) and the gene ontology mouse annotation files were downloaded from the **Gene Ontology Consortium** website (http://geneontology.org/) and **BiNGO**^54^ was used to perform the hypergeometric statistical tests by utilizing the downloaded files, exclusively for differential GO analysis.

### Interactome analysis

Gene lists of interest were uploaded to **STRING** (http://string-db.org/) and the text mining option for STRING was disabled^55^. The obtained networks were downloaded in a tabular format and uploaded to Cytoscape for network visualization^56^. MCODE algorithm was used for identifying the highly interconnected regions within the interactomes^57^.

### Cell-type enrichment analysis

Genes that exclusively start displaying the enrichment of H3.3 on any time-point after day 0 in the output of annotatePeaks.pl script till the end of reprogramming on genebodies (from promoter-TSS to TTS) were considered for cell-type enrichment analysis. The enrichment localization was identified from the output of annotatePeaks.pl. For example, if a gene shows enrichment from D3 cells till the end of reprogramming, this gene is considered as D3 onwards gene. In case of expression FPKM value has to be >1 at any time-point after D0 till the end of reprogramming. For ATAC-Seq, it was done in a similar fashion to H3.3. Genes of interest were uploaded to **cTen** in order to elucidate the specific cell types that were enriched by these genes^58^. For Supplementary Fig. 5e, list of genes co-bound by day 4 Lmo2 and D4 H3.3 were uploaded to CTen. Enrichment scores of 2 and above are considered significant as per the published protocol^58^.

### Identification of reprogramming activators

Firstly, we identified the genes that demonstrated H3.3 deposition from D6 to D12 onwards in the successful reprogramming cells exclusively (as mentioned in the Cell-type enrichment analysis subsection). We ensured that the identified genes are not enriched at any time-point in the unsuccessful reprogramming cells. Next, we traced the expression levels (FPKM) of these genes during cellular reprogramming. Identified genes that demonstrated increased expression levels in successful reprogramming cells exclusively were considered to be H3.3-dependent activators of reprogramming.

### ATAC-Seq analysis

ATAC-Seq libraries were mapped in a way similar to the ChIP-Seq libraries. The insert size metrics histogram was generated using PICARD tools. Duplicates were removed using the 'MarkDuplicates' module in PICARD tools (https://broadinstitute.github.io/picard/). The histogram of the insert size metrics was designed using the 'CollectInsertSizeMetrics' programme of PICARD tools. ChrM and ambiguous mapped were removed before the histogram generation and for subsequent analyses. Accessibility regions were determined using MACS2^59^. The --nomodel --nolambda --keep-dup all --call-summits configurations were used for the MACS2 script. For the knockdown ATAC-Seq libraries, the accessibility regions in both libraries were correlated using mergePeaks script of HOMER. After that, the unique and common regions were subjected to 'CEAS: Enrichment on chromosome and annotation' in the cistrome pipeline analysis^60^ to perform the hypergeometric test shown in Fig. 6b. The promoter was considered up to 3k bases upstream to the TSS of the genes.

### Data availability

Next-generation sequencing data have been deposited in GEO with the accession code **GSE99592**. All other data are available from the corresponding authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

# Supplementary material for: Global H3.3 dynamic deposition defines its bimodal role in cell fate transition
**Source:** Nat Commun. 2018 Apr 18;9:1537. doi: 10.1038/s41467-018-03904-7
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Global H3.3 dynamic deposition defines its bimodal role in cell fate transition**

**Fang et al.**

# Supplementary Figure 1

a

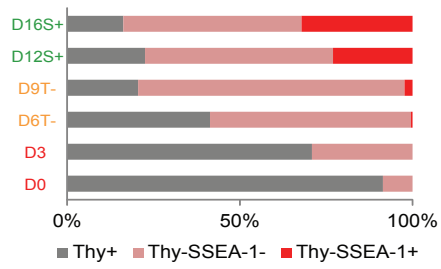

b

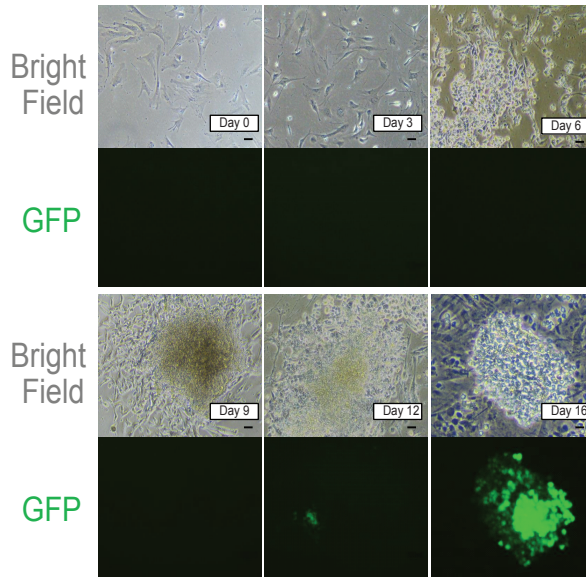

c

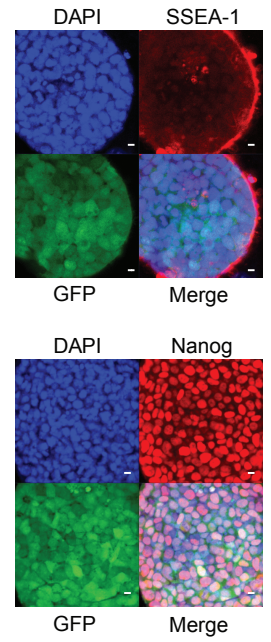

d

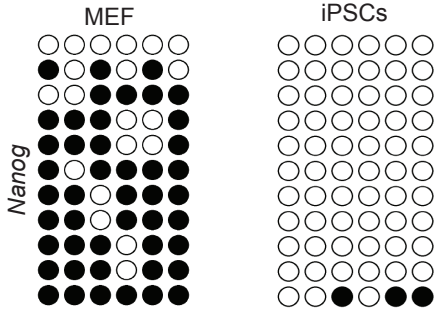

e

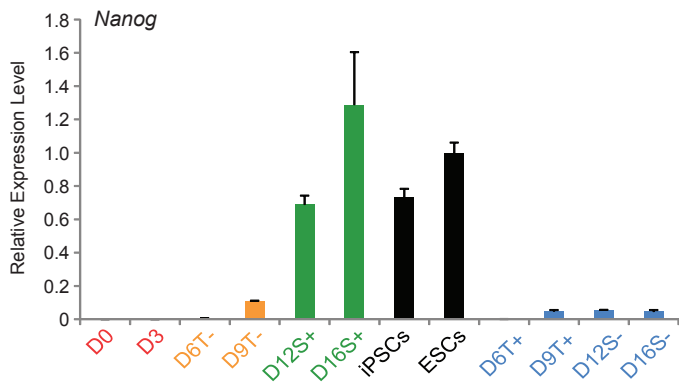

f

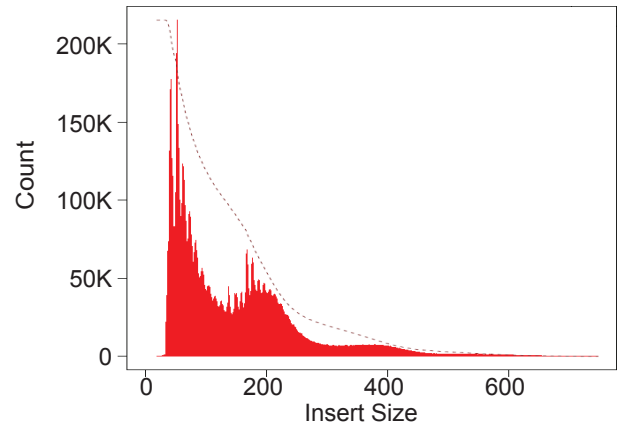

g

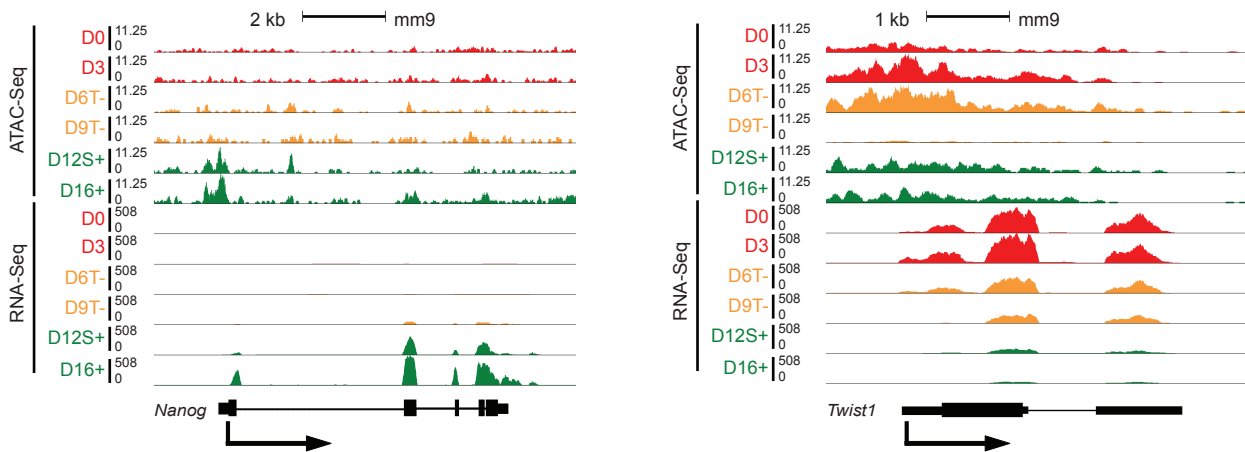

h

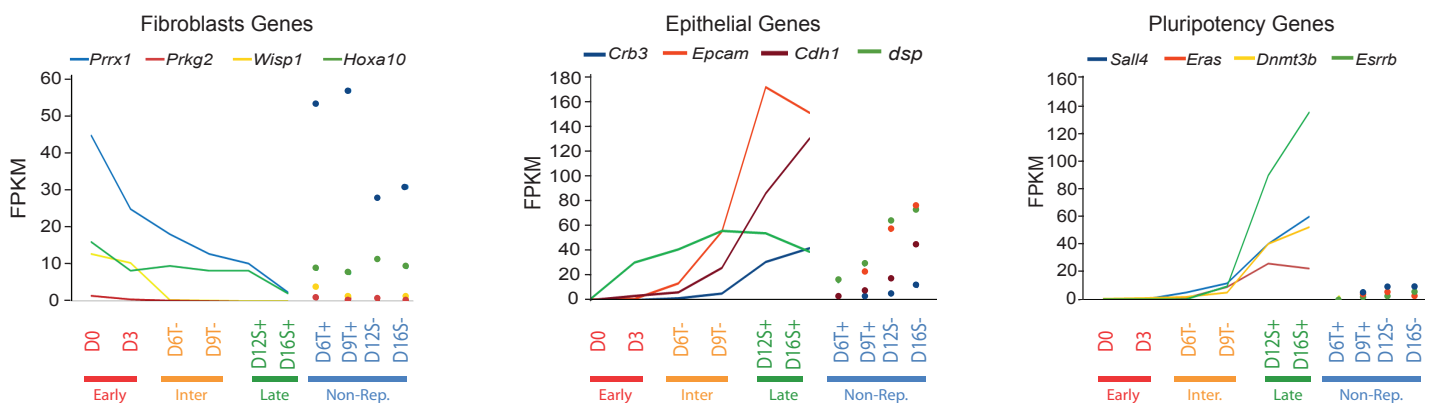

**Supplementary Figure 1: (Related to Figure 1). Reprogrammed iPSCs demonstrate acquisition of pluripotency.**

- (a) Percentage stacked columns demonstrating the abundance levels (x-axis) of Thy+, Thy-SSEA1- and Thy-SSEA-1+ cells at the indicated time-points (Y-axis).
- (b) Representative microscopic images of cells at different stages of cellular reprogramming under bright field and fluorescence (green – GFP). Scale bars equal 100  $\mu$ m.
- (c) Representative microscopic images of iPSCs stained with DAPI (blue), SSEA-1 (top - red) and Nanog (bottom – red). Green GFP indicates the expression of endogenous Oct4. Scale bars equal 100  $\mu$ m.
- (d) Methylation profile of *Nanog* promoter in MEFs (left) and iPSCs (right). Black denotes methylation whereas white represents no methylation.
- (e) Bar chart revealing the relative expression level (y-axis) of *Nanog* in cells undergoing reprogramming at the time-points indicated (x-axis). The expression values are calculated relative to the expression level of *Nanog* in mESCs. Values are mean  $\pm$  s.e.m from independent replicate experiments (n = 3). Error bars represent standard deviation.
- (f) Nucleosomal distribution patterns observed in the ATAC-Seq libraries.
- (g) UCSC screenshot demonstrating the dynamic accessibility and expression of *Nanog* (left) and *Twist1* (right) during cellular reprogramming.
- (h) Line plots demonstrating the dynamic expression of the indicated fibroblast (left), epithelial (middle) and pluripotency (right) genes during cellular reprogramming. Y-axis represents the FPKM values of these genes at the indicated time-points in (x-axis).

Supplementary Figure 2

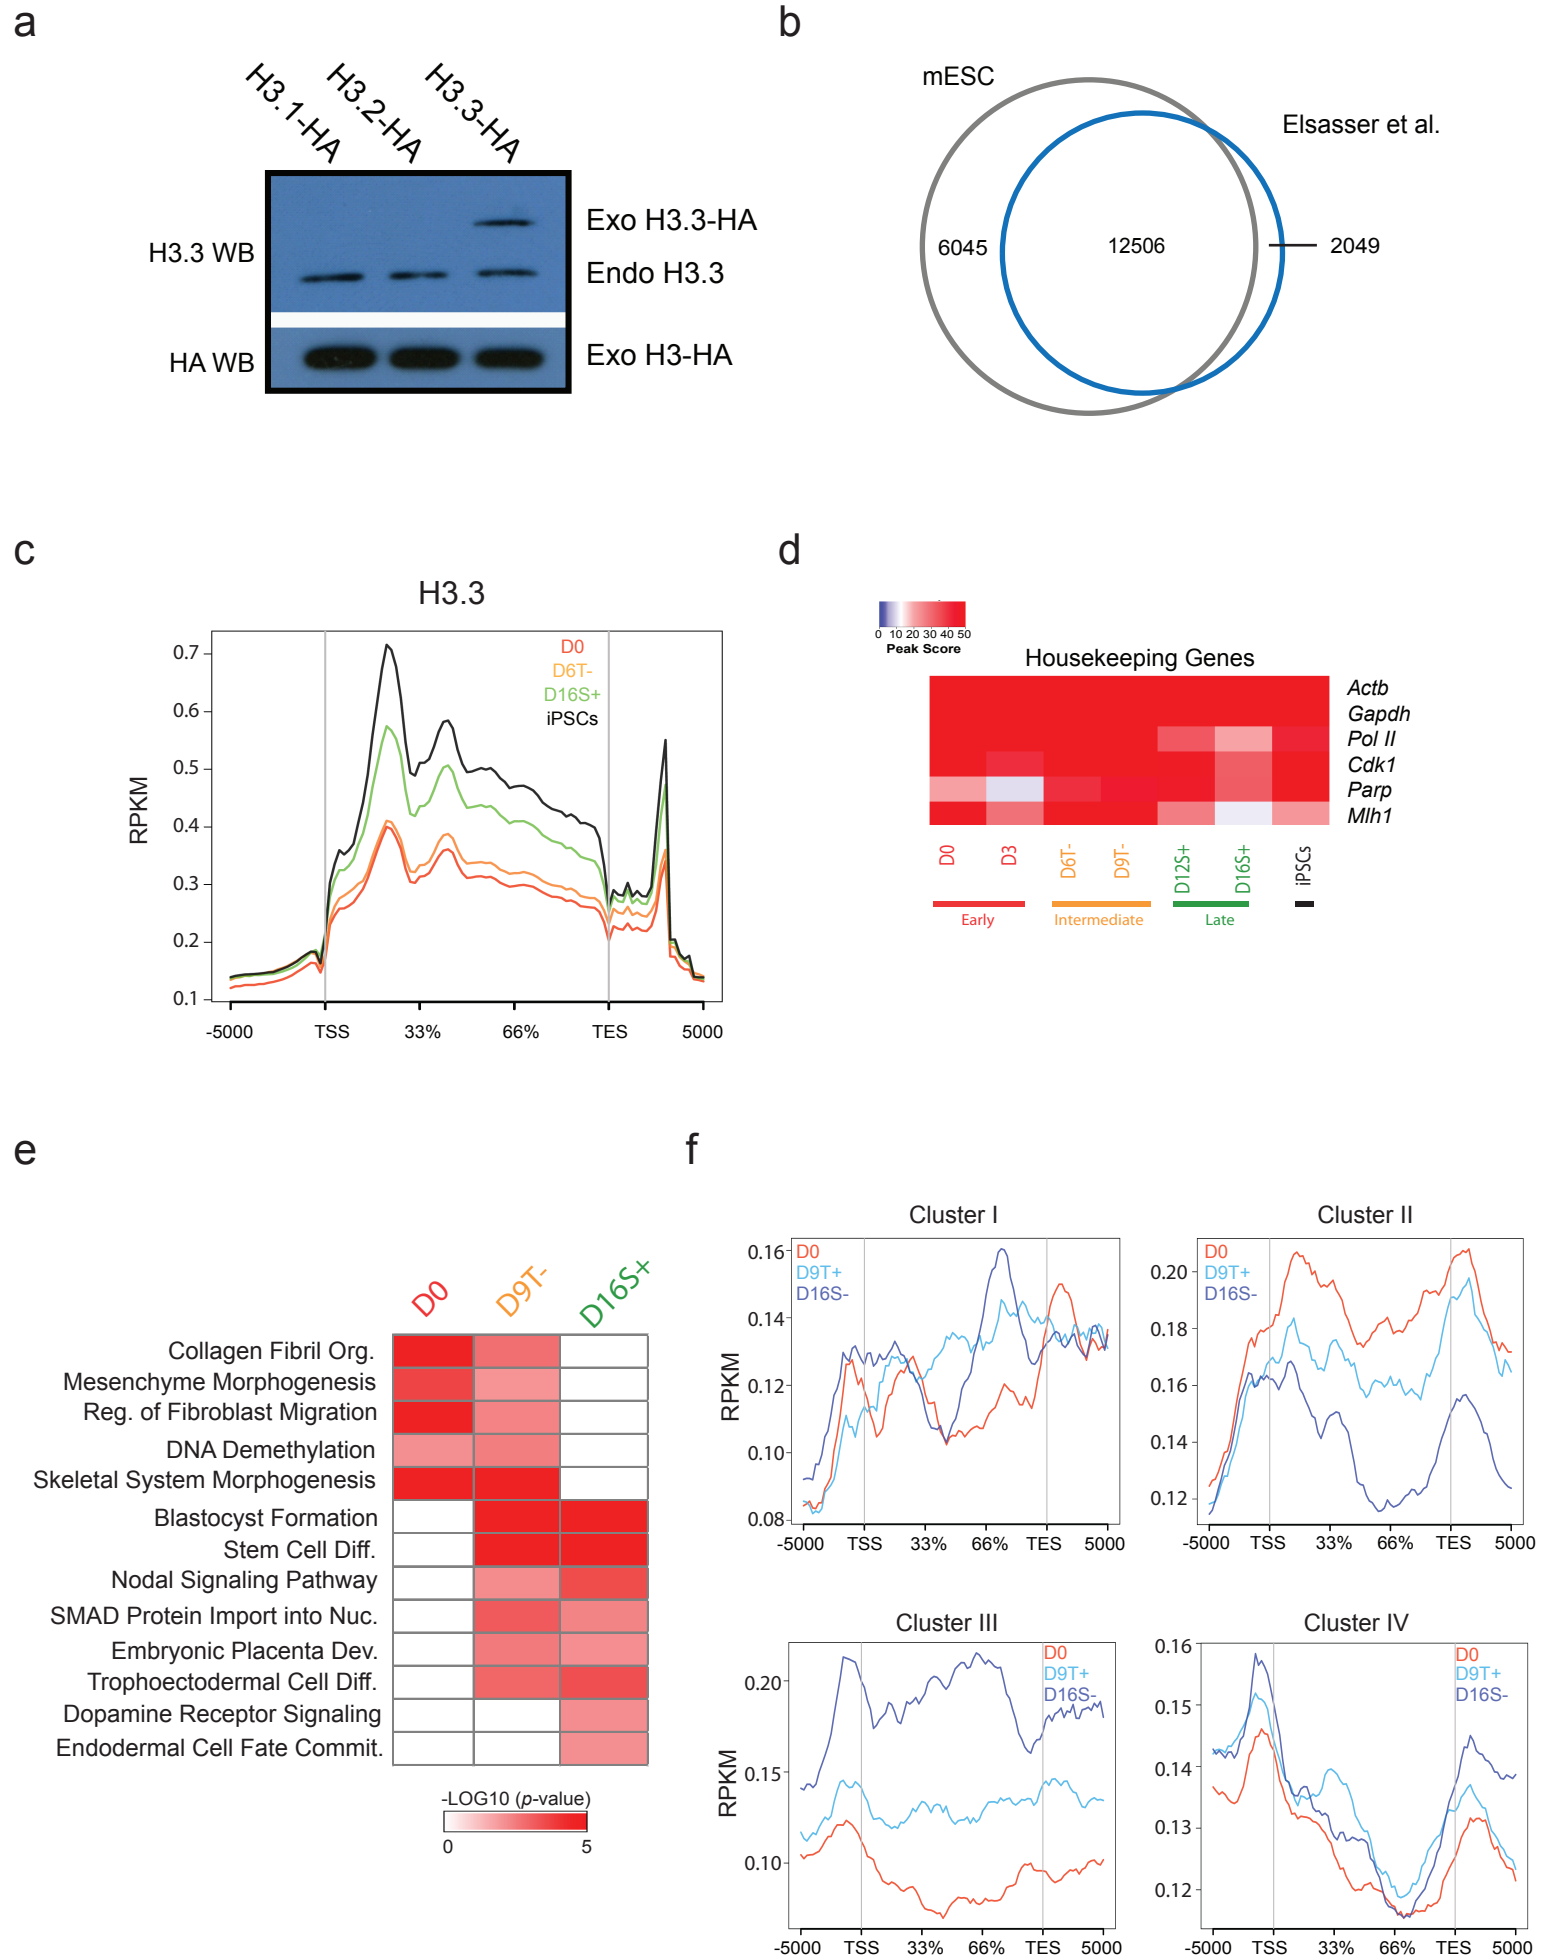

**Supplementary Figure 2: (Related to Figure 2). Profiles of H3.3 genomic deposition during reprogramming.**

- (a) H3.3 western blots for cells with overexpressed H3.1, H3.2 or H3.3.
- (b) Venn diagram demonstrating the number of uniquely and commonly bound genes between published H3.3 ChIP-Seq library and mESC H3.3 library prepared in this study.
- (c) Average enrichment profile of H3.3 reads (around genebodies) for the indicated time-points. The Y-axis represents average normalized number of fragments mapping to the corresponding regions indicated in the x-axis.
- (d) Heatmap revealing the dynamic enrichment of H3.3 over the indicated housekeeping genes. The values represent peak scores calculated by findPeaks script and the colour ranges from dark blue (low enrichment) to dark red (high enrichment).
- (e) Differential GO analysis revealing specifically enriched biological processes by genes bound by H3.3 at D0, D9T- and D16S+. The colour ranges from white (no enrichment) to dark red (high enrichment).
- (f) Average enrichment profile of H3.3 reads, belonging to the libraries at the indicated time-points, around the genebodies of Cluster I (top left), Cluster II (top right), Cluster III (bottom left) and Cluster IV (bottom right) genes. The Y-axis represents average normalized number of fragments mapping to the corresponding regions indicated in the x-axis.

# Supplementary Figure 3

a

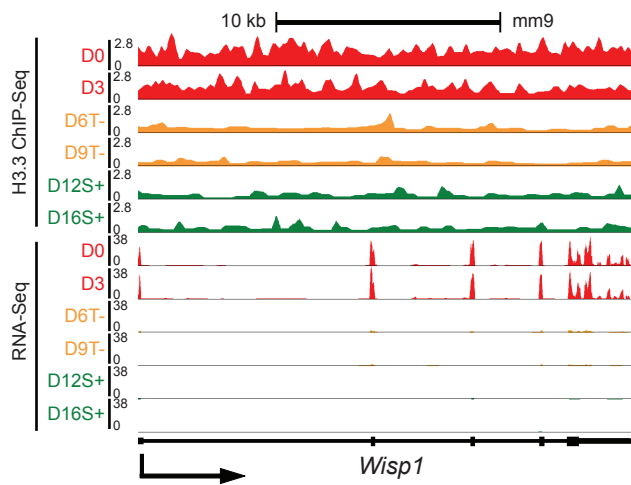

b

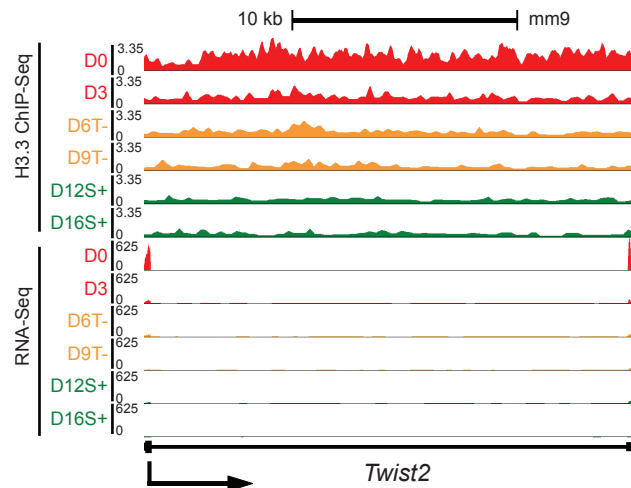

c

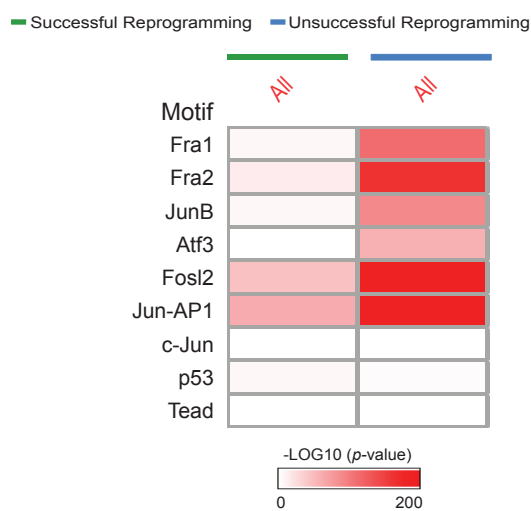

d

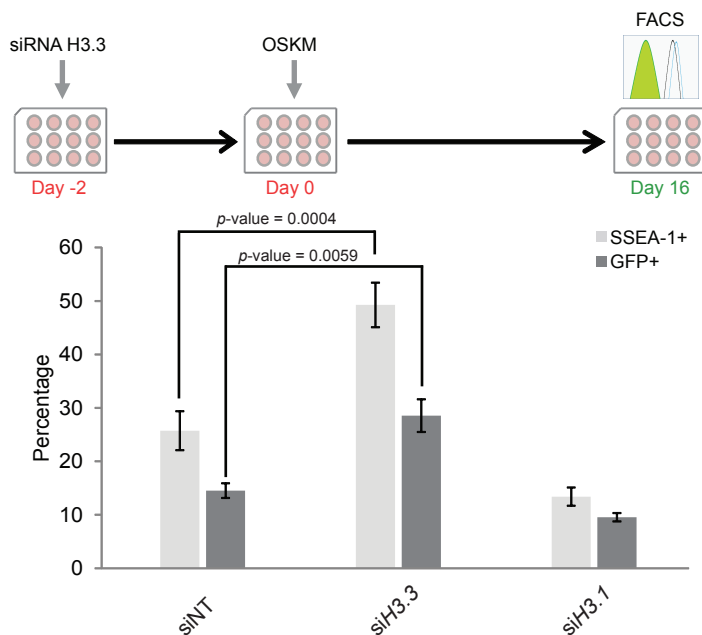

e

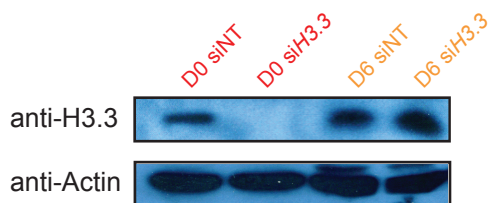

g

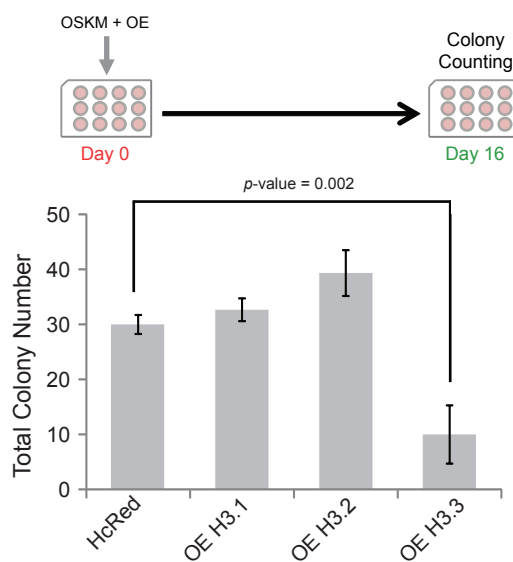

f

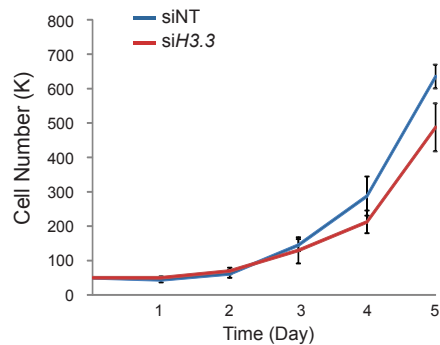

h

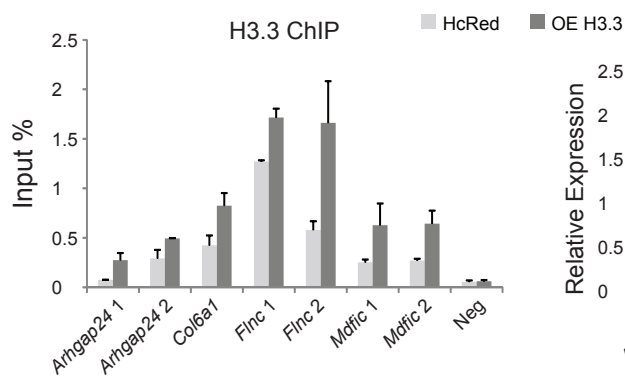

Expression

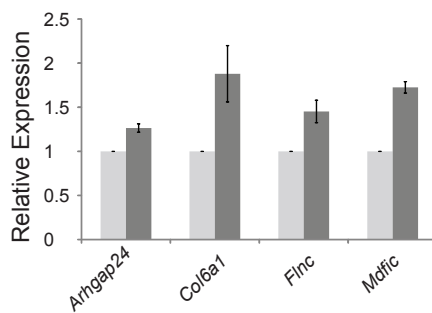

i

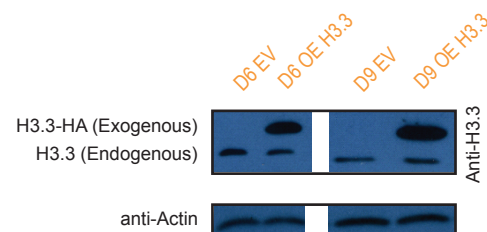

**Supplementary Figure 3: (Related to Figure 3). Removal of H3.3 from fibroblast lineage genes is required for successful reprogramming.**

- (a) UCSC screenshots demonstrating the enrichment level of H3.3 on *Wisp1* (fibroblast gene). The dynamic expression level (RNA-Seq) can also be seen in the screenshot.
- (b) UCSC screenshots indicating the dynamic enrichment level of H3.3 on *Twist2* (mesenchymal gene). The expression level (RNA-Seq) can also be seen in the screenshot.
- (c) Heatmap revealing the enrichment of the motifs of the indicated transcription factors in the intergenic regions that retained H3.3 binding in the successful (green) and unsuccessful (blue) routes. Enrichment ranges from not enriched (white) to highly enriched (dark red).
- (d) Schematics of the siH3.3 knockdown experiment (top). The bar chart below represents the percentage of SSEA+ cells (light grey) and GFP+ cells (dark grey). Non-targeting siRNA constructs (siNT) were used as controls. Values are mean  $\pm$  s.e.m from independent replicate experiments.
- (e) Western blots of H3.3 in day 0 and day 6 cells in which *H3.3* expression was depleted two days prior to reprogramming. Non-targeting siRNA constructs (siNT) were used as controls.
- (f) Line plot demonstrating the proliferation of fibroblast cells in which H3.3 was knocked-down. Non-targeting siRNA constructs (siNT) were used as controls. Y-axis denotes the cell number whereas the x-axis represents the time-point. Values are mean  $\pm$  s.e.m from independent replicate experiments.
- (g) Schematics of the H3 histone variants overexpression experiment (top). The bar chart below represents the number of induced pluripotent cells colonies (y-axis) observed in wells with the overexpression of the indicated constructs (x-axis). Cells overexpressed with empty vectors were used as controls (HcRed). Values are mean  $\pm$  s.e.m from independent replicate experiments.
- (h) Bar chart demonstrating the level of H3.3 enrichment on the genes indicated in the x-axis upon the overexpression of H3.3 (H3.3 OE). Empty expression vectors (HcRed) were used as controls. Y-axis represents the enrichment level in the ChIP sample over input (left). Bar chart demonstrating the expression levels of the same genes upon the overexpression of H3.3 (H3.3 OE). Empty expression vectors (HcRed) were used as controls. Y-axis represents the relative expression levels (right). Values are mean  $\pm$  s.e.m from independent replicate experiments.
- (i) Western blots of H3.3 in day 6 and day 9 cells in which the overexpression of H3.3 was induced at the beginning of the cellular reprogramming. Empty vectors (EV) were used as control.

# Supplementary Figure 4

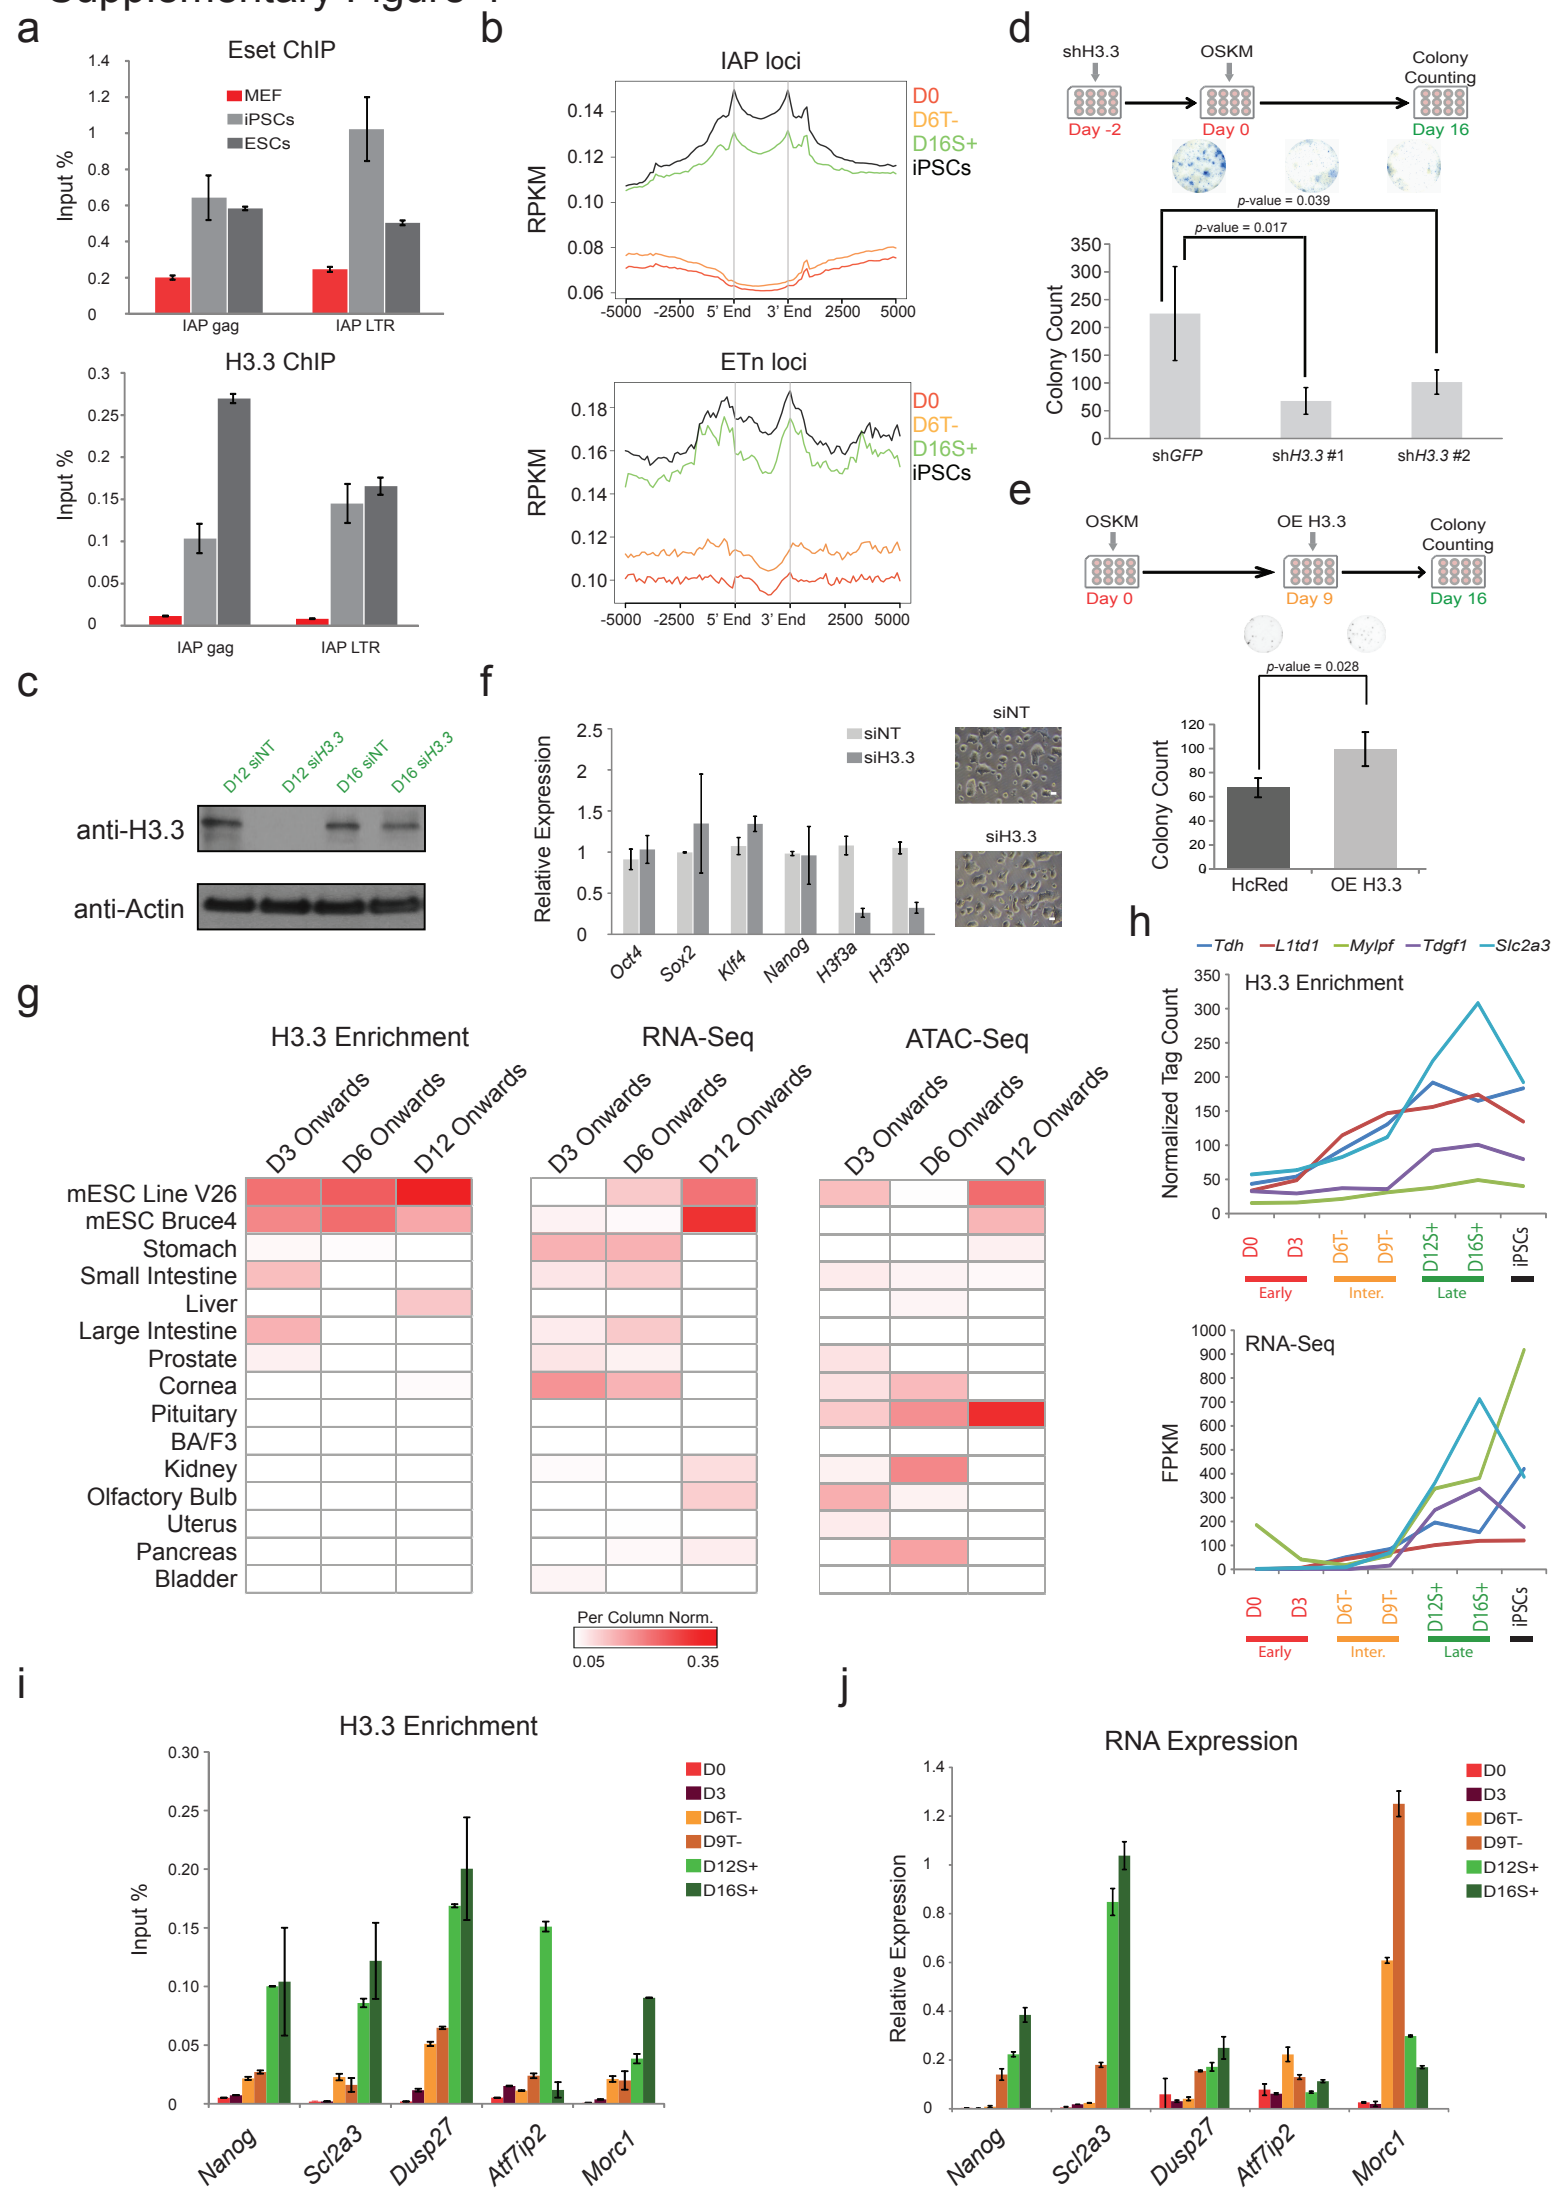

**Supplementary Figure 4: (Related to Figure 4). The binding profile of H3.3 in cells at intermediate and later stages of reprogramming.**

(a) Bar charts demonstrating the binding level of Eset (above) and H3.3 (below) on IAP gag and IAP LTR in MEFs, iPSCs and ESCs. Y-axis represents the percentage of enrichment over input. Values are mean  $\pm$  s.e.m from independent replicate experiments ( $n = 3$ ). Error bars represent standard deviation.

(b) Average enrichment profile of H3.3 reads of the indicated time-points, around IAP genomic loci (above) and ETn genomic loci (below). The Y-axis represents average normalized number of fragments mapping to the corresponding regions indicated in the x-axis.

(c) Western blots of H3.3 in day 12 and day 16 reprogramming cells in which *H3.3* expression was depleted at day 9 of the reprogramming. Non-targeting siRNA constructs (siNT) were used as controls.

(d) Schematics of the constitutive knockdown experiment (top). The bar chart below represents the number of colonies (y-axis) observed in wells. The images above the bar chart are representative images of the wells. Values are mean  $\pm$  s.e.m from independent replicate experiments ( $n = 3$ ). Two-tailed t-test was used for statistical analysis. Error bars represent standard deviation.

(e) Schematics of the later time-point overexpression experiment (top). The bar chart below represents the number of colonies (y-axis) observed in wells in which overexpression of H3.3 had been induced. The images above the bar chart are representative images of the wells in which the counting took place. Values are mean  $\pm$  s.e.m from independent replicate experiments ( $n = 3$ ). Two-tailed t-test was used for statistical analysis. Error bars represent standard deviation.

(f) Bar chart revealing the relative expression levels (y-axis) of the indicated genes (x-axis) in mESCs in which H3.3 was depleted. Values are mean  $\pm$  s.e.m from independent replicate experiments ( $n = 3$ ). Error bars represent standard deviation. (left). Representative images of E14 mESCs colonies in which H3.3 levels were depleted (siH3.3) and WT E14 cells (siNT) (right). Scale bars equal 100  $\mu$ m.

(g) Heatmaps revealing cell types enrichment from D3, D6 or D12 onwards in H3.3 ChIP-Seq (left), RNA-Seq (middle) and ATAC-Seq (right). The values are per-column normalized hypergeometric enrichment scores for each cell type. The scale ranges from white (no enrichment) to dark red (highly enriched).

(h) Line plots demonstrating the dynamic enrichment of H3.3 (above) and expression levels (below) on the indicated D3 onwards genes during cellular reprogramming. Y-axis represents the normalized number of reads mapping to the genebodies of these genes at the indicated time-point in the x-axis.

(i) Bar chart demonstrating the binding level of H3.3 on the indicated genes (x-axis) in cells undergoing reprogramming at the indicated time-points. Y-axis represents the percentage of enrichment over input. Values are mean  $\pm$  s.e.m from independent replicate experiments ( $n = 3$ ). Error bars represent standard deviation.

(j) Bar chart demonstrating the relative expression levels of the indicated genes in the x-axis in cells undergoing reprogramming at the indicated time-points. Y-axis represents the relative expression levels. Values are mean  $\pm$  s.e.m from independent replicate experiments ( $n = 3$ ). Error bars represent standard deviation.

# Supplementary Figure 5

a

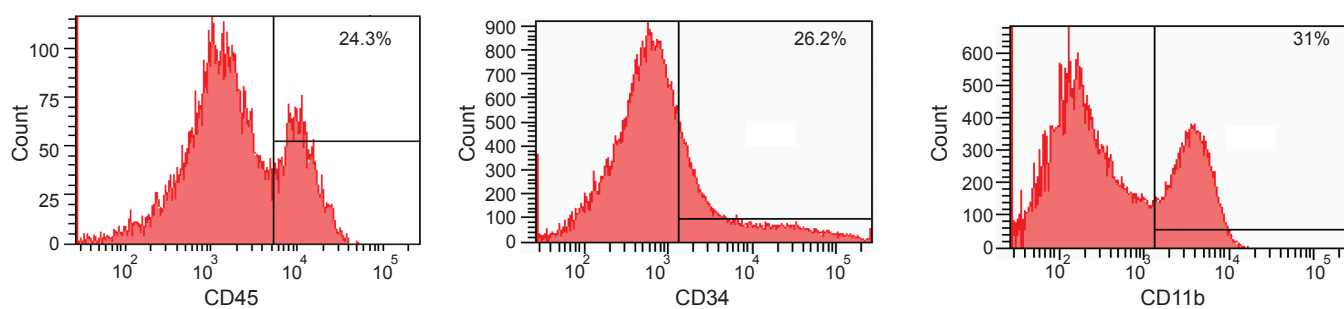

b

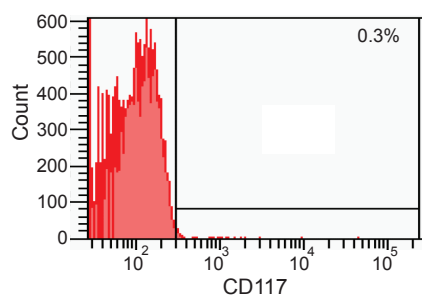

c

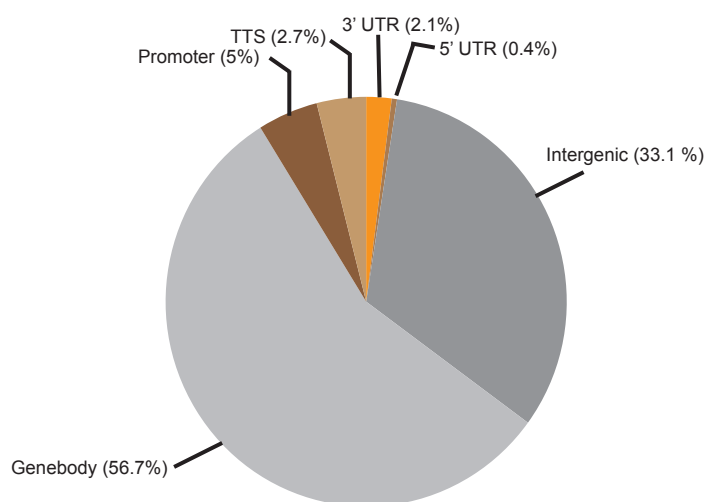

d

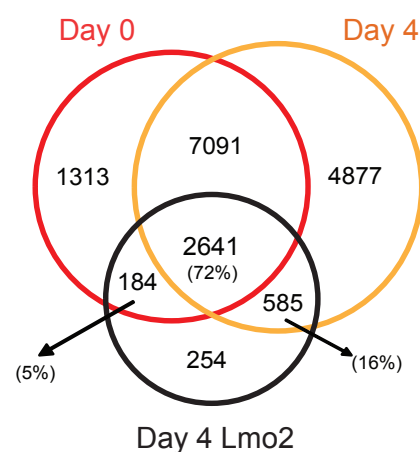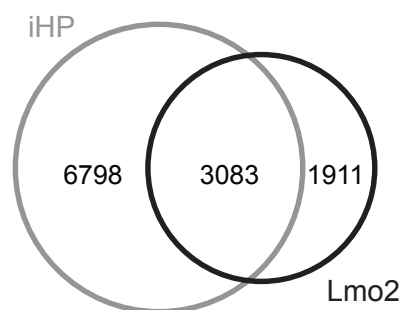

e

D4 H3.3 and D4 Lmo2 Common

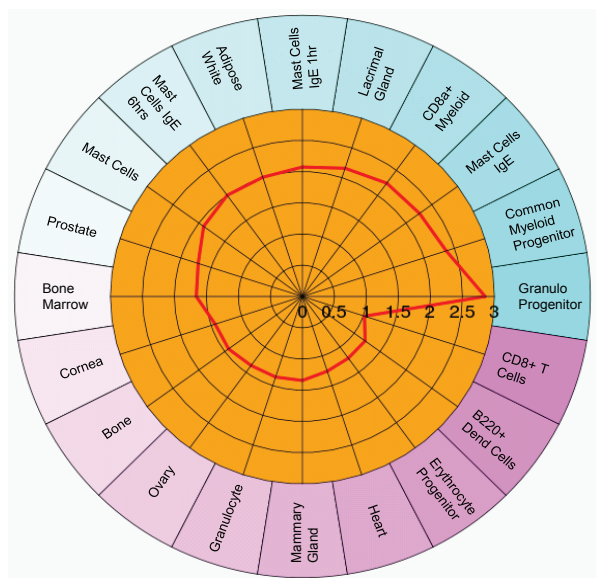

f

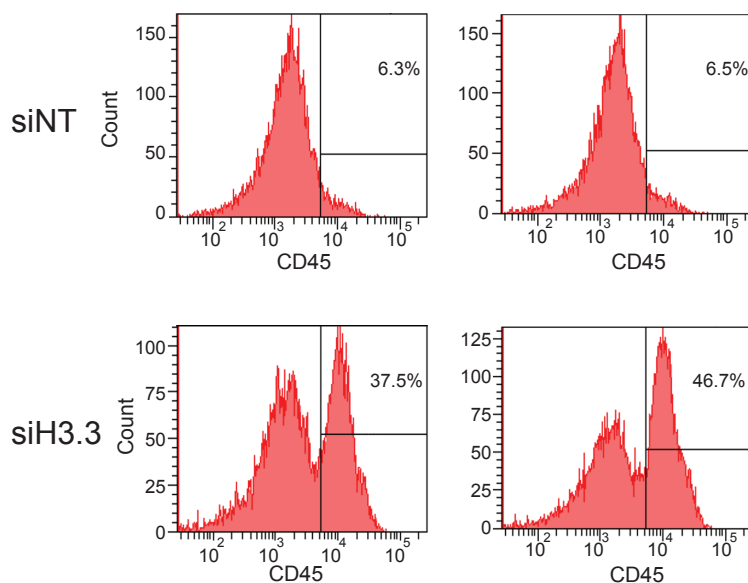

**Supplementary Figure 5: (Related to Figure 5). Role of H3.3 in fibroblast transdifferentiation to iHPs.**

- (a) FACS analysis of suspension cells on day 25 of fibroblast transdifferentiation using CD45 (left), CD34 (middle) and CD11b (right) as markers.
- (b) FACS analysis of suspension cells on day 25 transdifferentiation using CD117 (right) as marker.
- (c) Average distribution of H3.3 peaks on the indicated genomic regions during transdifferentiation.
- (d) Venn diagrams revealing the number of uniquely and commonly bound genes among day 0 H3.3, day 4 H3.3 with day 4 Lmo2 (top) and iHP H3.3 with Lmo2 (bottom).
- (e) Cell type enrichment analysis for genes which are commonly bound between Day 4 H3.3 and Day 4 Lmo2. The enrichment score given to each cell type, shown in the circle, represents the hypergeometric score of each cells ( $-\text{Log}_{10}(p\text{-value})$ ).
- (f) FACS analysis of all H3.3-depleted cells in wells at day 25 of the transdifferentiation process using CD45 as marker. Non-targeting siRNA constructs (siNT) were used as controls. The percentage of CD45<sup>+</sup> cells are shown in the histograms.

Supplementary Figure 6

a

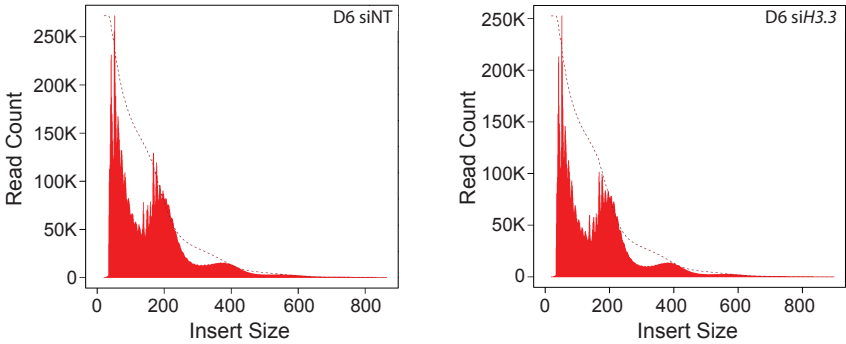

b

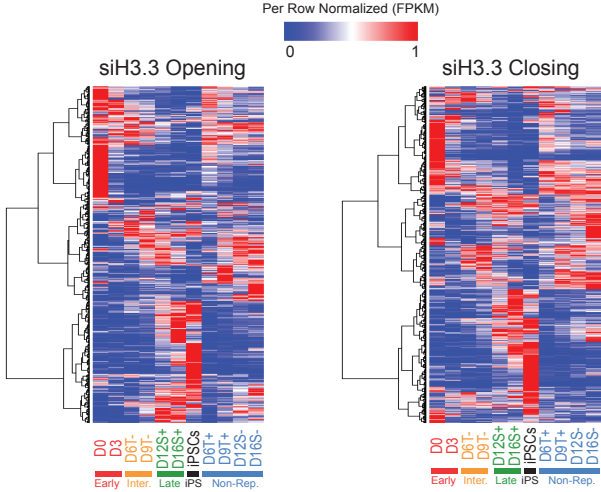

c

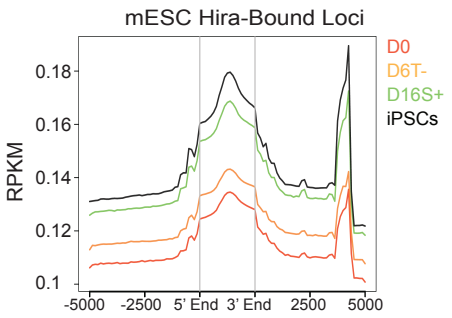

d

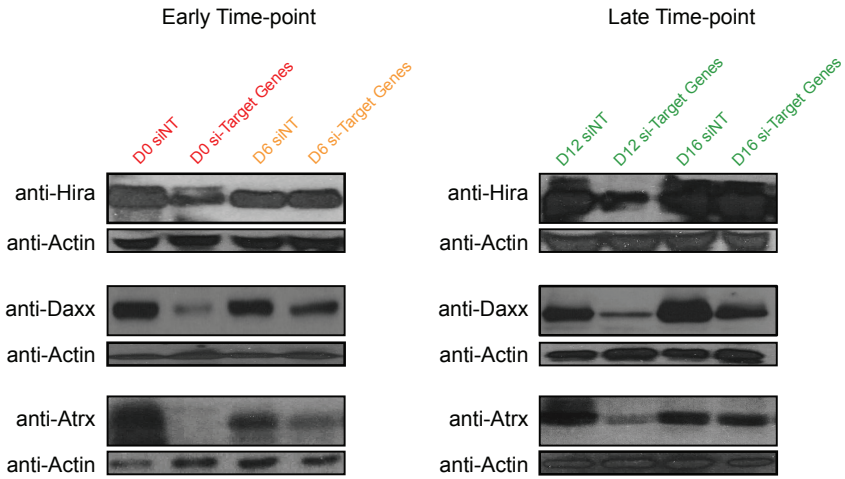

e

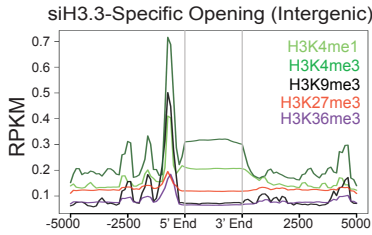

f

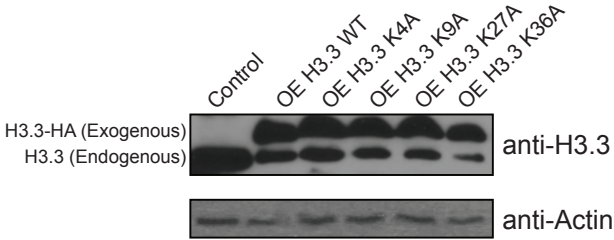

g

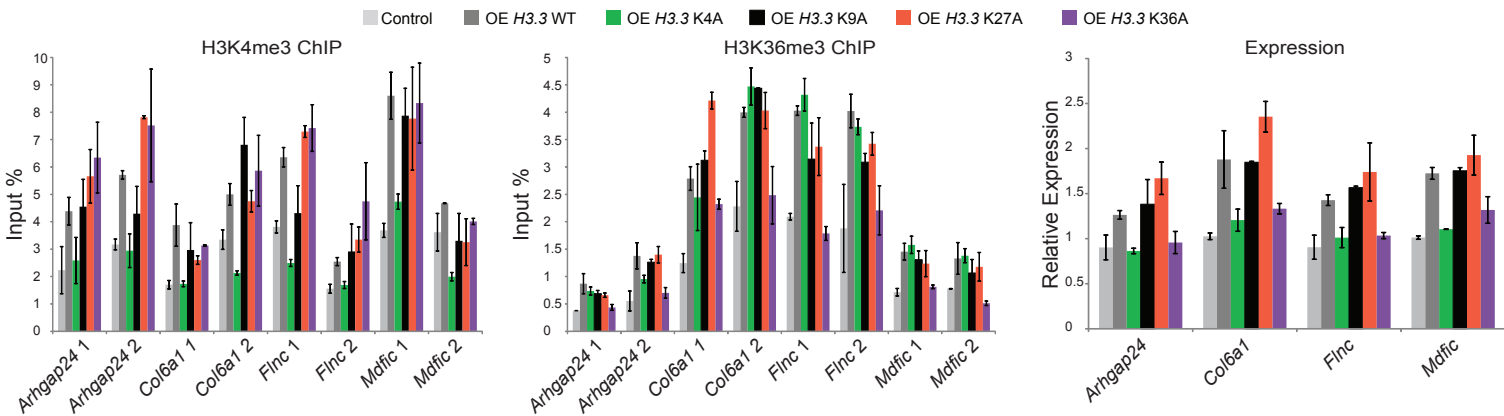

h

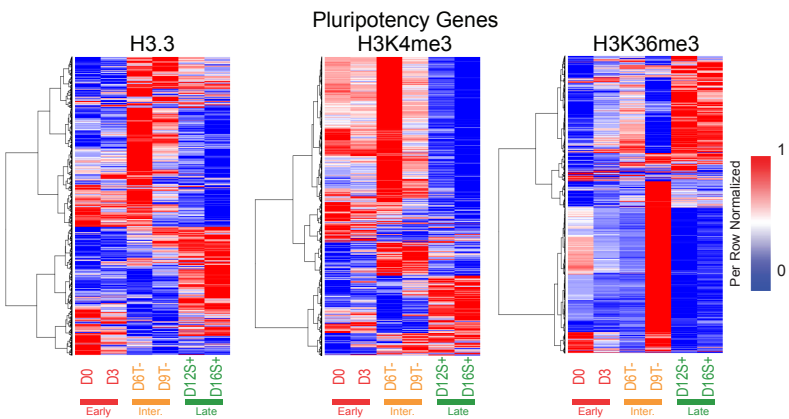

i

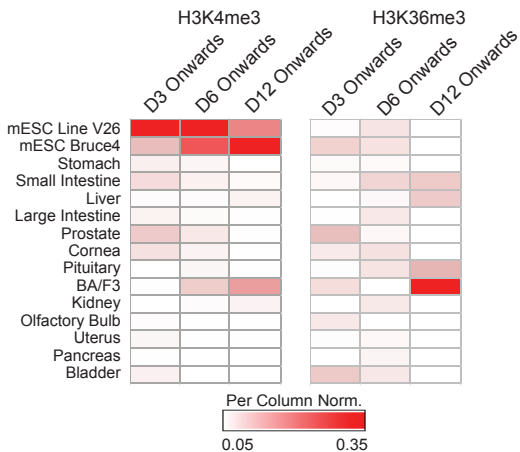

**Supplementary Figure 6: (Related to Figure 6). The modification of K4 and K36 residues is required for H3.3 to exhibit its role in cell fate transition.**

(a) Tag insert size histogram reveals a nucleosomal pattern for D6 siNT (left) and D6 siH3.3 (right) ATAC-Seq libraries.

(b) Heatmap revealing the dynamic expression of the genes that exhibit accessibility changes upon H3.3 knockdown (Opening – Left, Closing – Right). The values are per-row normalized FPKM values and colour ranges from dark blue (low expression) to dark red (high expression).

(c) Average enrichment profile of H3.3 reads around the mESC Hira-bound sites. The Y-axis represents average normalized number of fragments mapping to the corresponding regions indicated in the x-axis.

(d) Western blots of the indicated chaperones in day 0 and day 6 (left) day 12 and day 16 reprogramming cells (right). The knock-down of the chaperones took place 2 days prior to reprogramming for day 0 and day 6 blots (early knock-down). For the late knock-down, it was performed at day 9 of cellular reprogramming (right). Non-targeting siRNA constructs (siNT) were used as controls.

(e) Average enrichment profile of mESCs H3K4me1, H3K4me3, H3K36me3, H3K27me3 and H3K9me3 reads around the intergenic regions that show specific opening in D6 siH3.3 ATAC-Seq library. The Y-axis represents average normalized number of fragments mapping to the corresponding regions indicated in the x-axis.

(f) Western blots of overexpressed H3.3 (WT and Mutants) in MEF cells. Empty vectors (EV) were used as control.

(g) Bar charts demonstrating the level of H3K4me3 enrichment (left) and H3K36me3 (middle) on the genes indicated in the x-axis upon the overexpression of H3.3 WT (OE H3.3 WT) and the indicated mutants. Empty expression vectors were used as controls. Y-axis represents the enrichment level in the ChIP sample over input. Bar chart demonstrating the expression levels (right) of the same genes upon the overexpression of WT H3.3 (OE H3.3 WT) and the indicated mutants. Y-axis represents the relative expression levels. Values are mean  $\pm$  s.e.m from independent replicate experiments (n = 3). Error bars represent standard deviation.

(h) Heatmaps revealing the dynamic enrichment of H3.3 (left), H3K4me3 (middle) and H3K36me3 (right) over pluripotency genes. The values are per-row normalized mapped fragment counts and the colour ranges from dark blue (low enrichment) to dark red (high enrichment).

(i) Heatmaps revealing cell types enrichment from D3, D6 or D12 onwards in H3K4me3 ChIP-Seq (left) and H3K36me3 ChIP-Seq (right). The values are per-column normalized hypergeometric enrichment scores for each cell type. The scale ranges from white (no enrichment) to dark red (highly enriched).

Supplementary Figure 7

a

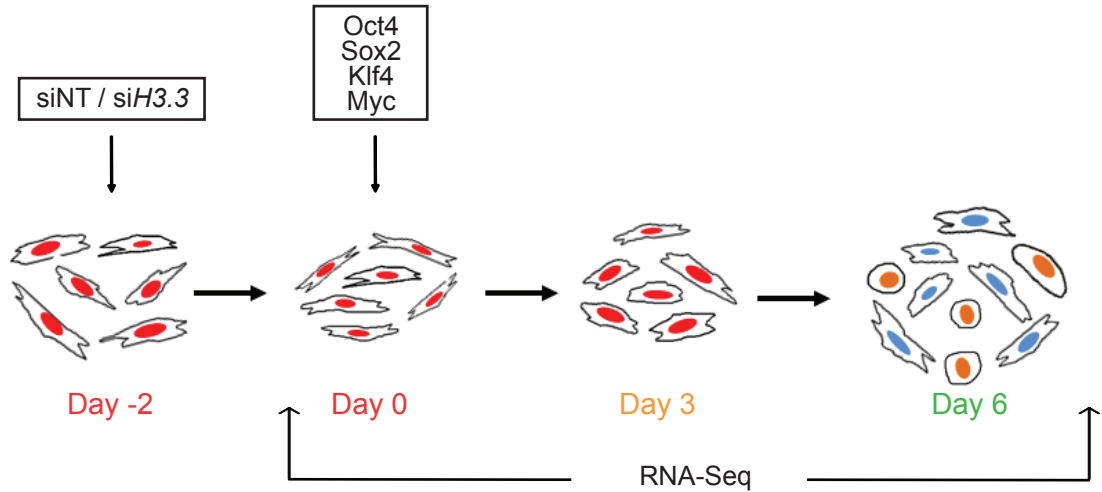

b

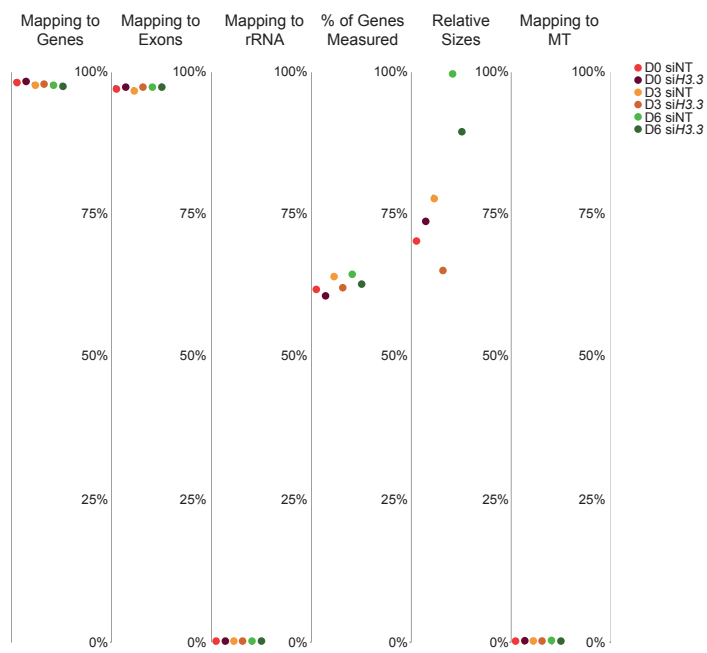

c

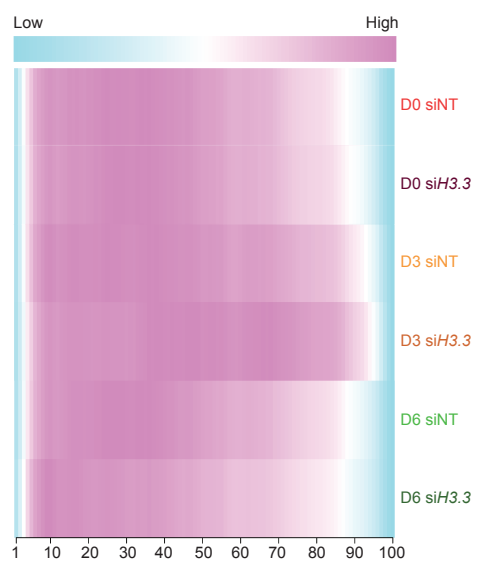

d

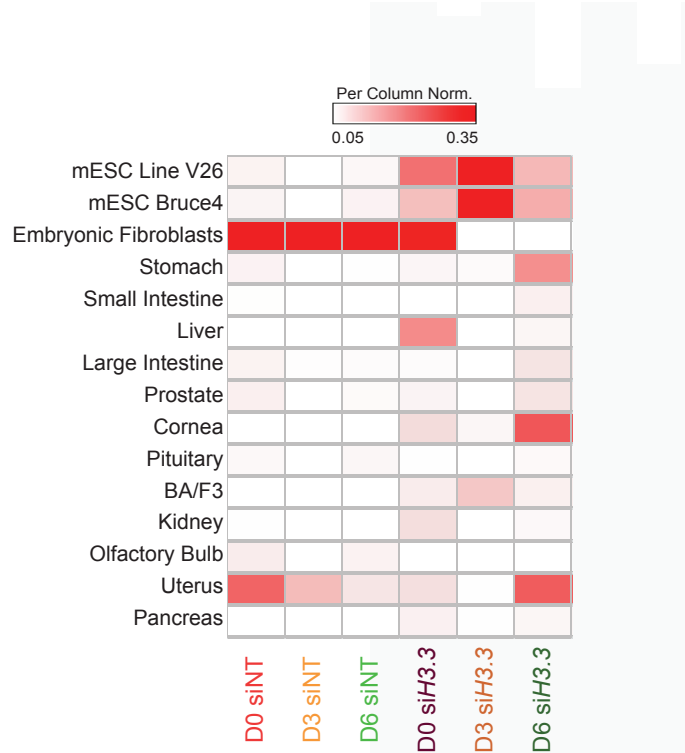

e

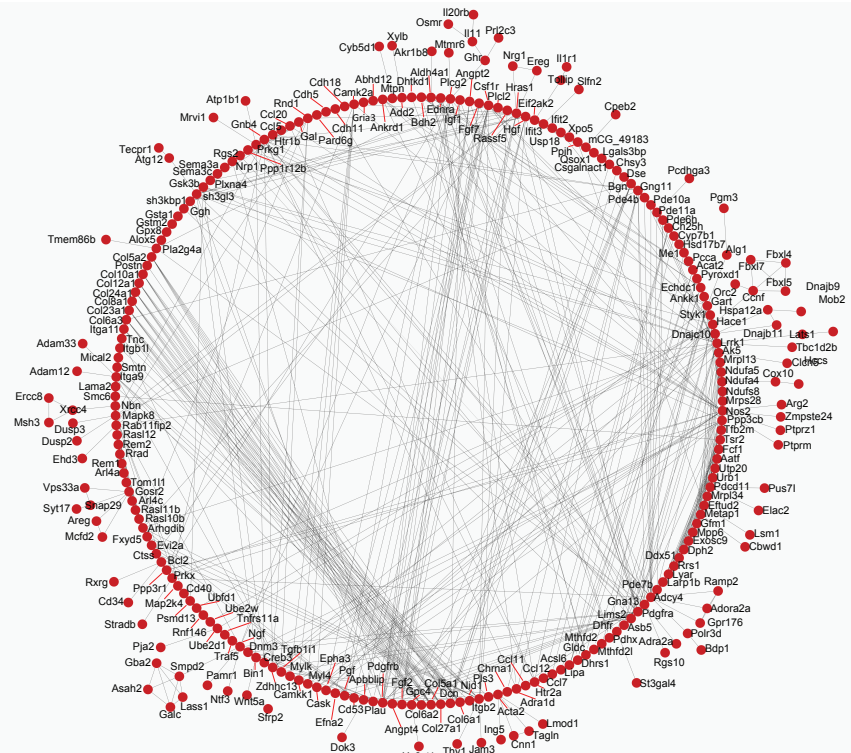

**Supplementary Figure 7: (Related to Figure 7). Functional downstream targets of H3.3 safeguard fibroblast lineage.**

- (a) Schematics of the RNA-Seq libraries prepared in reprogramming cells in which H3.3 had been depleted.
- (b) Dot plots demonstrating the mapping to genes %, mapping to exons %, rRNA contamination level, % of genes detected, relative size of libraries to the largest library and the level of MT DNA contamination in the indicated RNA-Seq libraries.
- (c) Heatmap revealing the coverage of the indicated RNA-Seq libraries over the genebodies of housekeeping genes. The scale ranges from sky-blue (no coverage) to deep purple (high coverage). The x-axis represents the normalized genebody size percentile.
- (d) Heatmap revealing cell types enrichment by genes differentially expressed in the indicated RNA-Seq libraries. The values are per-column normalized hypergeometric enrichment scores for each cell type. The scale ranges from white (no enrichment) to dark red (highly enriched).
- (e) Protein-protein interaction network of all functional H3.3 targets.

# Supplementary material for: Global H3.3 dynamic deposition defines its bimodal role in cell fate transition
**Source:** Nat Commun. 2018 Apr 18;9:1537. doi: 10.1038/s41467-018-03904-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1**

**Description:** Summary of NGS libraries prepared in this study.

### **File Name: Supplementary Data 2**

**Description:** Dynamic expression values (fpkm) of genes differentially expressed between D0 and iPSCs.

### **File Name: Supplementary Data 3**

**Description:** Dynamic H3.3 enrichment over genebodies during cellular reprogramming. Values given represent the normalized number of fragments mapping to the genes.

### **File Name: Supplementary Data 4**

**Description:** Dynamic H3.3 over genebodies during Transdifferentiation. Values given represent the normalized number of fragments mapping to the genes.

### **File Name: Supplementary Data 5**

**Description:** siH3.3 ATAC-Seq Analysis. Loci Specifically accessible in D6 siH3.3 cells (siH3.3 opening), D6 siNT cells (siH3.3 closing) and common between them (Reprogramming opening)

### **File Name: Supplementary Data 6**

**Description:** Dynamic H3K4me3 and H3K36me3 enrichment over genebodies during cellular reprogramming. Values given represent the normalized number of fragments mapping to the genes.

### **File Name: Supplementary Data 7**

**Description:** List of Primers and siRNA constructs used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

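ATAC-Seq peak files of 9 libraries were analysed: 7 of the reprogramming time course (D0, D3, D6T−, D9T−, D12S+, D16S+ and iPSCs) and 2 of day 6 cells treated with siRNA (D6 siH3.3 and D6 siNT). Each condition had 1 library (no replicates), and conditions were taken from the sample labels and Supplementary Data 1. The authors mapped reads of 51 bp to mm9 and removed duplicates. They called peaks with MACS2 2.1.0.20151222 without a control, with a q-value cutoff of 0.05, tags extended to 200 bp and the local background switched off, as the file headers record. The deposited pileup is a signal, the number of extended tags over a summit, and is not scaled for library size. The deposited fold enrichment is the ratio of the pileup to tags spread evenly over the effective genome, with a pseudocount of 1 on both. The deposited significance is given as −log10 of the p-value and of the q-value. Beside the files, the paper's FPKM (Supplementary Data 2), which the authors computed from RNA-Seq, and its normalized H3.3 fragment numbers (Supplementary Data 3) were used as the paper's values, as far as their rows could be read (1998 of 6954 and 1997 of 35706).

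Summits of a peak were joined, overlapping peaks of a library were merged, and the highest −log10 q-value of a region served as its score. Coordinates are those of mm9 (NCBIM37), counted from 1. Genes came from GENCODE vM1 on the same build, with 37273 genes, and the promoter was 3 kb upstream of the TSS of any transcript. Counts of regions used all sequences in the files. Shares, enrichment and motifs used chromosomes 1 to 19, X and Y, where the midpoint decided between promoter, genebody and intergenic in this order. Regions of D6 siH3.3 and D6 siNT that shared at least 1 bp were common. Shares were compared by Fisher's exact test (6 tests), enrichment over the genome by a binomial test (6 tests for 5′ UTRs and genebodies, 3 for promoters) and motifs by Fisher's exact test (2 tests), each family adjusted by the Benjamini–Hochberg method. Correlations used exact permutations of the pairings, and differences of means over genes used permutation tests with 100000 resamples and intervals from 2000 bootstrap draws. Intervals of shares are 95% Wilson intervals and hold the sampling of regions only. The calculations ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. The functions were tested on simulated data, where all 19 tests recovered the planted answer.

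Libraries held from 13213117 (D9T−) to 31714845 (D0) tags, and the lowest pileup called lay between 0.331 (D3) and 0.530 (D9T−) CPM, below which an opening was not detectable. Genes named in the text were chosen before the processed files arrived: those whose accessibility the paper describes, those it names for early H3.3 deposition or as activators, the mesenchymal and fibroblast genes it names for H3.3, the cluster genes printed in Fig. 1e, Pou5f1, and the 5 regions of each kind with the highest score. The alternatives set at the same stage were the stronger 50% of the peaks, the same number of strongest peaks per library, an overlap of 50% of the shorter region, midpoints within 500 bp, a promoter of 1 kb upstream to 100 bp downstream of the TSS, other motif windows and mismatches, other similarity measures, leaving out D9T−, a pseudocount of 0.1 and filters on low values. Protein-coding genes only, and the alternatives for single genes, were added after seeing the data. Left out were the GO and cell-type enrichments, which need references not available here, and all experiments other than ATAC-Seq, which were not analysed here.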

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

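Every one of the 9 files holds 1 region over the whole mitochondrial chromosome, from position 1 to 16299, although the paper's methods remove mitochondrial reads. It was flagged as signal in data that the paper does not report on. The highest fold enrichment of a summit there was 10538, at D9T−, with a pileup of 25428 tags. The lowest of the highest fold enrichments was 3143, at D0. The technical explanation weighed was mitochondrial reads kept in the peak calling. Kept reads were predicted to bring the highest mitochondrial pileup above the median nuclear summit pileup, which held in 9 of 9 libraries. Fold enrichments as high as those flagged could hardly give another result, so the test by itself decides nothing. This prediction was written only after the result was seen. A region called on this chromosome does require tags placed on it, so such tags were kept in the peak calling. How many of the total tags of each library are mitochondrial is not given in the files. The CPM values, fold enrichments and depths given here rest on the total tags. A mitochondrial share that differs between libraries would therefore shift them. No biological explanation was tested.

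Coding exons of the 4 reprogramming factors Pou5f1, Sox2, Klf4 and Myc lay in accessible regions at D3 far more often than at D0, a signal at loci the paper does not discuss for ATAC-Seq. At D3, 14 of 14 coding exons lay in a region, against 8 of 14 at D0, and 99.5% of the coding bases were covered against 62.9% of the other bases of these genes. At D0 the shares were 37.8% and 37.9%. The highest pileup in coding exons at D3 was 375 tags in Sox2, 471 in Klf4 and 253 in Myc, where D0 had no summit in Sox2, 20 tags in Klf4 and 11 in Myc. A candidate explanation, written before these values were computed, is that retroviral cDNA copies of the factors add reads over their exons. The prediction had 2 parts. Coding bases were covered to a higher share than the other bases of these genes in every library after D0, as predicted. A rise of the number of exons to 1.5 times that of D0 was predicted for every library after D0. It was met at D3 with 14 exons, and at D6T−, D16S+, D6 siH3.3 and D6 siNT with 12 each. It was not met at D9T− with 8, nor at D12S+ and in iPSCs with 11 each. An earlier version of the test looked at D3 alone and counted the prediction as met, and it was corrected to its full wording. The result therefore neither meets nor excludes the explanation. Opening of the loci themselves was not separated from copies, and Pou5f1 adds 5 exons that were covered in every library, D0 included.

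An almost unbroken stretch of regions covers the Pou5f1 locus in every library, D0 included, and was flagged as signal in cells where the paper describes no accessibility of this locus. At D0 it ran on chromosome 17 from 35634619 to 35652061, a width of 17443 bp, of which 95.9% lay in regions. Across the 9 libraries its start varied by 85 bp and its end by 119 bp, and its wide regions were among the widest 0.0169% or less of each library. In D0 and D9T− the stretch had a single break, from 35641904 to 35642613 and from 35641879 to 35642589. D6T−, D6 siH3.3 and D6 siNT had a single break at nearly the same place, and the breaks of D3 lay within 35641910 to 35642605. At D12S+ and D16S+ the bases not covered were fewer, 86 and 167, against 710 at D0. In iPSCs there was no break. A candidate explanation is extra copies of a genomic Oct4 fragment, such as an Oct4-GFP reporter, whose ends would then be the ends of the stretch. The paper describes the MEFs as carrying an IRES-EGFP cassette downstream of the stop codon of the Oct4 gene itself. Such a cassette would not by itself add copies of the locus, so the description in the paper speaks against this explanation. The prediction, ends within 500 bp in all 9 libraries, was written after the stretch was seen, and the range of 119 bp met it. Equal ends are also what any other fixed feature of the locus would give, and mapping bias at the locus was not tested, so the source of the stretch stays open.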

How the results depend on the processing

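Of 32 results, 17 were unchanged under every alternative and 15 changed under at least 1. Over the 111 rows of alternatives, 89 were unchanged, 5 lost and 1 gained significance, 2 changed direction and 14 counts moved by more than 1.5 times. The choices of the main setting and all alternatives except protein-coding genes and those for single genes were made before the processed files arrived.

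With the stronger 50% of the peaks of each library, there were 17926 common, 5529 opening and 5139 closing regions, which follows from keeping fewer peaks. The genebody ratio of common regions reversed to 0.910 and the expression difference of opening and closing genes to −0.226. In the same setting, the AP-1 difference of 3.25 and the Oct-Sox difference of 1.03 percentage points were no longer past the threshold after adjustment. This setting drops peaks near the calling threshold, among which are many opening and closing regions, so it could shift both. With an overlap of 50% of the shorter region, the genebody ratio of common regions was 1.01 and no longer significant.

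Over union regions, the rho of the Jaccard index with iPSCs rose to 0.943, and without D9T− the rho of PC1 was 0.771 on 6 libraries. In the setting with a promoter of 1 kb upstream to 100 bp downstream of the TSS, only promoter regions counted for these gene sets, and the genebody was left out. There were then 771 D3 onwards and 31 D6 onwards genes and 1130 genes accessible at D0 alone. These counts therefore do not show the effect of promoter width alone. With the same number of strongest peaks in every library, there were 1234 D3, 124 D6 and 541 D12 onwards genes and 1060 at D0 alone. The expression difference between genes that gain and lose accessibility was 0.483 and no longer significant. That setting evens out the number of regions by dropping those of the other libraries and leaves D9T− as it is. The onwards sets can thus grow only where regions of earlier libraries were dropped. With protein-coding genes only, chosen after seeing the data, there were 23 D6 and 66 D12 onwards genes, 1210 genes at D0 alone and 1053 at D16S+ alone.

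D9T− had 13213117 tags and needed 0.530 CPM for a call, against 0.347 at D0, so a gene without a region at D9T− is not shown to be closed there. Without replicates, no difference between libraries has an error.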

Differences from the paper's values

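For opening regions, the promoter share was 14.0% here against the paper's about 7.1% in Fig. 6a, read by eye. For closing regions it was 17.0% against the paper's about 9.2% in Fig. 6a, read by eye. Of the alternatives set before the files arrived, a promoter of 1 kb upstream to 100 bp downstream of the TSS brought both within 1.5 times, at 9.74% and 12.3%. The stronger 50% of the peaks (18.7% and 22.6%) and an overlap of 50% of the shorter region (15.2% and 17.9%) did not. The numbers of regions and the other shares differed by less than 1.5 times from the paper's.

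The paper states that common regions are less likely to lie in genebodies. Here their ratio to the genome was 1.02, and it was 0.910 with the stronger 50% of the peaks. Relative to the other regions, the order was the same as in the paper. Genebodies held 38.5% of common, 45.0% of opening and 46.3% of closing regions. The paper states that the Fra2 motif is less enriched in intergenic opening than in closing loci. Here the AP-1 site was found in 38.0% of opening and 35.1% of closing intergenic regions, and it was higher in opening regions under every alternative. With the stronger 50% of the peaks the difference was not past the threshold (Fisher's exact test, adjusted p = 0.0836). The measures are unlike, since the paper shows motif enrichment and the values here are shares of regions with a consensus site, without background sequences. The paper states that opening genes are expressed at a lower level than closing genes in unsuccessful cells. Here the difference of opening minus closing genes was 0.0945 on the log2 scale for the genes that could be read (permutation test p = 0.444). With the stronger 50% of the peaks it was −0.226 (permutation test p = 0.106). Values covered only 8.36% of opening and 10.0% of closing genes. The paper's heatmap shows FPKM normalized per row, which was not done here. The comparison therefore cannot decide for or against the paper's statement.

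The paper states that Terf1 gains accessibility along reprogramming. Here its promoter summit had 1.36 CPM at D0 and was higher at D3 (3.44), D6T− (5.61), D9T− (2.04), D12S+ (3.07) and D16S+ (2.83), while iPSCs (0.865) lay below D0. For Twist1 and Adcy7, which the paper describes as losing accessibility, the values rose from D0 to D6T− before they fell, to 1.96 CPM at the Twist1 promoter and 4.63 at the strongest Adcy7 region. For Nanog, described as rising progressively, the value in iPSCs (0.602) was below that at D16S+ (1.32). Other named promoters with a region in all 7 time-course libraries also peaked at D6T−. Esco2 (Cluster IV) had 1.55 CPM at D0, 7.95 at D6T−, 3.45 at D16S+ and 2.07 in iPSCs. Lca5l (Cluster I) had 0.788, 3.97, 3.21 and 1.05. Ctnnal1 was instead highest at D12S+ (3.97) and L1td1 at D16S+ (2.22). Zswim1 rose from 1.84 at D16S+ to 2.18 in iPSCs. The peak of Terf1, Twist1 and Adcy7 at D6T− is thus not shown to be particular to them. Nor is the lower iPSC value of Nanog. In Fig. 1b, read by eye, D0, D3 and D6T− lie close together on PC1 and D16S+ lies beyond iPSCs. Here D0 (−44.2), D3 (−110) and D6T− (−193) were spread out, and iPSCs (123) lay beyond D16S+ (110). These early libraries also differed in their number of regions (81364, 107765 and 133132). With the same number of strongest peaks in every library, the rho of PC1 was 0.964 (exact permutation p = 0.00278). The reversed order of D0, D3 and D6T− did not hold there, so it may depend on the number of regions.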

Other observations

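Opening and closing regions are weaker than common ones, with a median score of 3.59 against 11.1. Weak peaks near the calling threshold are a candidate explanation for their lower promoter share. Common regions were weighted so that each level of pileup above the lowest call held the same share as among opening and closing regions, which brought their median score to 3.59. Their promoter share was then 20.0%, nearer to the 15.5% of opening and closing regions than to the 30.0% of all common regions. Their genebody share was then 45.2%, close to the 45.7% of opening and closing regions, against 38.5% of all common regions. Their intergenic share was 34.8%, against 38.9% of opening and closing regions and 31.4% of all common regions. The weights rest on few weak common regions, with an effective number of 1838. Earlier versions of the matching left the scores unequal and were replaced, and the version used here reached the other side of the prediction from the earliest version. The prediction was therefore set down as made after the result. The score of a common region is the higher of its pair, so the match is not exact. The lower promoter share and the higher genebody share may thus rest in large part on peak strength. The remaining gap of shares was not explained.

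The 7 time-course libraries differ in their number of regions. Total tags and number of regions had a Spearman's rho of 0.714 (exact permutation p = 0.0881) and a Pearson's r of 0.480 (exact permutation p = 0.276), which was 0.356 without the 2 libraries farthest from the median depth. With 7 libraries, an effect of depth is neither shown nor excluded, and the prediction was written after the values were seen. This was 1 relation. The D6T− library had 2.86 times the regions of D6 siNT on the same day at 0.982 times the tags. Total depth therefore did not account for the difference, a prediction made only after the result was seen. How many of these tags were nuclear was not known. A lower signal over background in D6 siNT was predicted, before the test, to leave its regions nested in those of D6T−. Of the D6 siNT regions, 97.1% lay in D6T− regions, and those D6T− regions had a median score of 33.2 against 6.55 for the others. A difference in signal over background may therefore underlie the numbers of regions, and the siRNA treatment and the batch cannot be told apart from it. Nor can sorting. D6T− was sorted, while the siRNA libraries are labelled Thy-1-negative but have no sorting in Supplementary Data 1. The Jaccard index of the siRNA libraries was higher with D9T− (0.490 for D6 siH3.3 and 0.495 for D6 siNT) than with D6T− (0.291 and 0.294). Unequal sizes limit this index. Regions covered 65625993 bases at D6T−, against 20344766 in D6 siNT and 14923458 at D9T−. The lower index with D6T− therefore does not show that fewer bases were shared with it.

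The hypothesis that opening regions are more often accessible in iPSCs than closing regions was written before the test and was not met. Of the opening regions, 25.6% overlapped an iPSC region, and of the closing regions 30.0%, a difference of −4.43 percentage points (Fisher's exact test, adjusted p = 3.40e-13 over 7 libraries). With 10659 regions of each kind matched by pileup, the difference was −4.16 (Fisher's exact test, p = 1.41e-11), so peak strength did not remove it. The matched test had been planned for the reverse pattern and cannot speak for that one. Opening minus closing was also negative at D3 (−3.90 points), D12S+ (−3.13) and D16S+ (−5.06), each past the threshold after adjustment. At D6T− (−0.615) and D9T− (−0.478) it was not. The lower share of opening regions was therefore not particular to iPSCs. In D6T−, without siRNA, 90.4% of opening and 91.0% of closing regions overlapped a region, so most regions of either kind were called there too. The reverse hypothesis for D0 was not met either. Opening minus closing regions in D0 differed by −0.133 percentage points (Fisher's exact test, adjusted p = 0.839), and by 0.432 after matching (Fisher's exact test, p = 0.529). With 1 library per condition, other differences between the siRNA libraries could also give the iPSC difference of −4.43 points.

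The share of regions with an AP-1 site within 200 bp around the midpoint was 26.6% at D0, 22.9% at D3, 31.6% at D6T−, 24.7% at D9T−, 16.4% at D12S+, 6.30% at D16S+ and 6.05% in iPSCs. A fall with the time-point was predicted before the test. Spearman's rho was −0.821 (exact permutation p = 0.0341, adjusted p = 0.0640 over 4 relations), and Pearson's r was −0.849 (exact permutation p = 0.0202), or −0.800 without the 2 libraries farthest from the median rank. Different numbers of weak peaks per library were tested as the technical explanation. Over all regions, the fall was not past the threshold after adjustment. With the 36441 strongest regions of each library, rho was −0.964 (exact permutation p = 0.00278, adjusted p = 0.0111). Pearson's r was −0.954 (exact permutation p = 0.00119), and −0.924 without those 2 libraries. The fall was past the threshold with equal numbers of strong regions, so weak peaks did not produce it. The drop of AP-1 sites may follow the loss of fibroblast accessibility as a hypothesis, since sorting changes from Thy-1 to SSEA-1 between D9T− and D12S+ and cannot be told apart from the time-point. The siRNA libraries were kept apart from this relation and had 28.5% (D6 siH3.3) and 27.8% (D6 siNT).

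For the Oct-Sox composite, a rise was predicted before the test. Over all regions, rho was 0.357 (exact permutation p = 0.444, adjusted p = 0.444) and r was 0.590 (exact permutation p = 0.170), or 0.502 without the 2 farthest libraries. With the same number of strongest regions, rho was 0.786 (exact permutation p = 0.0480, adjusted p = 0.0640), r was 0.741 (exact permutation p = 0.0560) and r without the farthest libraries was 0.618. The rise was not past the threshold after adjustment, and the highest share, 7.80%, was at D9T−. Over all regions the share was 3.34% at D0 and 3.53% at D3. From D6T− on it lay between 5.87% (iPSCs) and 7.80% (D9T−), above both, but without a steady rise. As the predicted trend was not past the threshold over all regions, the test of weak peaks cannot be read for this motif.

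The strongest common region of the siRNA libraries, on chromosome 1 from 24618219 to 24623182, had a score of 86680 against a median of 11.1. Nuclear copies of mitochondrial DNA were predicted, before the test, to share most of their 51-bp words with the mitochondrial chromosome. Of its words, 91.7% occur there, which is consistent with mitochondrial reads placed on a nuclear copy. Of the 34300 common regions, 14 held any such word and 1 held at least 50%. Of the 4 regions ranked next, those on chromosome 12 from 98299500 to 98300164 and on chromosome 2 from 22442657 to 22446213 held 42.9% and 31.5%. The others, on chromosome 2 from 98506230 to 98507618 and from 98502230 to 98503312, held 0%, and no other explanation was tested for them. Of the 210283 union regions of the time course, 74327 (35.3%) were found in D3 or D6T− or both and in no other library, and 13457 in all 7.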
